# Targeting TWIST1 through loss of function inhibits tumorigenicity of human glioblastoma

**DOI:** 10.1002/1878-0261.12320

**Published:** 2018-05-29

**Authors:** Andrei M. Mikheev, Svetlana A. Mikheeva, Liza J. Severs, Cory C. Funk, Lei Huang, José L. McFaline‐Figueroa, Jeanette Schwensen, Cole Trapnell, Nathan D. Price, Stephen Wong, Robert C. Rostomily

**Keywords:** AKT, glioblastoma, glioma stem cells, periostin, tumorigenicity, TWIST1

## Abstract

TWIST1 (TW) is a bHLH transcription factor (TF) and master regulator of the epithelial‐to‐mesenchymal transition (EMT). *In vitro*, TW promotes mesenchymal change, invasion, and self‐renewal in glioblastoma (GBM) cells. However, the potential therapeutic relevance of TW has not been established through loss‐of‐function studies in human GBM cell xenograft models. The effects of TW loss of function (gene editing and knockdown) on inhibition of tumorigenicity of U87MG and GBM4 glioma stem cells were tested in orthotopic xenograft models and conditional knockdown in established flank xenograft tumors. RNAseq and the analysis of tumors investigated putative TW‐associated mechanisms. Multiple bioinformatic tools revealed significant alteration of ECM, membrane receptors, signaling transduction kinases, and cytoskeleton dynamics leading to identification of PI3K/AKT signaling. We experimentally show alteration of AKT activity and periostin (POSTN) expression *in vivo* and/or *in vitro*. For the first time, we show that effect of TW knockout inhibits AKT activity in U87MG cells *in vivo* independent of PTEN mutation. The clinical relevance of TW and candidate mechanisms was established by analysis of the TCGA and ENCODE databases. TW expression was associated with decreased patient survival and LASSO regression analysis identified POSTN as one of top targets of TW in human GBM. While we previously demonstrated the role of TW in promoting EMT and invasion of glioma cells, these studies provide direct experimental evidence supporting protumorigenic role of TW independent of invasion *in vivo* and the therapeutic relevance of targeting TW in human GBM. Further, the role of TW driving POSTN expression and AKT signaling suggests actionable targets, which could be leveraged to mitigate the oncogenic effects of TW in GBM.

**Abbreviations**
AKT: total AKT serine/threonine kinase
GBM: glioblastoma multiforme
PI3K: phosphoinositide‐3‐kinase
POSTN: periostin
PTEN: phosphatase and tensin homolog
TW: TWIST1

## 1 Introduction

Despite intensive research and clinical efforts, grade IV glioblastoma (GBM) remains a highly lethal and treatment‐resistant disease with a median survival time of approximately 12–16 months. Among the major barriers to improved outcomes are the diffusely invasive growth of glioma and the difficulty in eradicating treatment‐resistant glioma stem cells (GSCs). These observations provide strong therapeutic rationale to target mechanisms which coordinately regulate invasion and GSC phenotypes. We and others have reported that TWIST1 (TW), a bHLH transcription factor (TF) and master regulator of epithelial‐to‐mesenchymal transition (EMT), is associated with increased glioma grade and promotes invasion and glioma stem cell (GSC) phenotypes (Elias *et al*., 2005; Mikheeva *et al*., 2010; Rahme and Israel, 2015). While these findings corroborate the well‐characterized functional significance of TW in other cancers, the practical importance of TW as a therapeutic target in GBM has yet to be validated in preclinical GBM models. Consequently, the TW‐regulated molecular pathways that may contribute to GBM tumorigenicity are also not established. This understanding is critical however as a prerequisite to evaluating the potential of therapeutic strategies based on direct inhibition of TW or its downstream regulated pathways.

In carcinomas, TW activates EMT and promotes cancer cell invasion, metastasis, and carcinoma stem cell phenotypes which contribute to treatment resistance and cancer progression (Ramakrishna and Rostomily, 2013) (Sanchez‐Tillo *et al*., 2012). Ectopic expression of TW in transformed mammary cells promotes EMT, stem cell phenotypes, and tumorigenicity (Mani *et al*., 2008), while inhibition of TW decreases metastasis without altering the growth of the primary tumor site (Yang *et al*., 2004). These data support the critical role of TW for carcinoma malignancy and its potential importance as a therapeutic target which has been documented in human nonsmall cell lung carcinoma (NSCLC) xenograft models where TW knockdown inhibits tumor growth (Burns *et al*., 2013; Lv *et al*., 2015; Tran *et al*., 2012). To date, no anti‐TW‐specific drugs have been developed, although doxycycline has some activity as a nonspecific inhibition of TW in lung carcinoma (Qin *et al*., 2015) and TW‐specific RNAi was successfully delivered to breast carcinoma xenografts using a dendrimer (Finlay *et al*., 2015). The lack of available clinically validated therapies to target TW reflects the inherent difficulty of traditional approaches to drugging a TF and underscores the rationale to identify downstream signaling as surrogate targets. Although mTOR was identified downstream of TW in a NSCLC xenograft study, additional actionable surrogate targets for TW have not been identified in human xenograft‐based preclinical models (Lv *et al*., 2015).

In human glioma, an EMT‐like process is thought to regulate malignancy, albeit in the absence of metastasis to distant organs. For instance, gene expression array studies identified a mesenchymal stem cell phenotype in human GBMs (Tso *et al*., 2006) and distinct proneural, proliferative, and mesenchymal gene expression signatures among malignant grade III and IV human gliomas (Phillips *et al*., 2006). The mesenchymal GBM signature is associated with poor prognosis, increased angiogenesis, and tumor recurrence (Morokoff *et al*., 2015), and a proneural‐to‐mesenchymal transition (PMT) commonly accompanies tumor progression and treatment resistance (Segerman *et al*., 2016). As stated above, we and others have reported functional roles of TW in glioma to promote EMT‐associated phenotypes of invasion and cancer cell stemness consistent with those reported in carcinomas (Kubelt *et al*., 2015; Mikheeva *et al*., 2010). However, the potential therapeutic benefits of targeting TW have not been directly tested *in vivo* in human GBM xenograft models. This is a critical first step for establishing therapeutic relevance given that functional phenotypes of TW inhibition as currently understood *in vitro* may not fully translate to a therapeutic benefit *in vivo*.

Therefore, as a first step toward establishing the potential therapeutic benefits of targeting TW in GBM, we studied the effects of TW loss of function on tumorigenicity in xenograft models using the established human U87MG and GBM4 GSC lines. In both cell lines, TW loss of function mitigated glioma cell tumorigenicity with concurrent inhibition of periostin (POSTN) expression and PI3K/AKT signaling. Together, these findings provide evidence for the relevance of TW as a potential therapeutic target in GBM and identify potentially actionable surrogate therapeutic targets.

## 2 Methods

### 2.1 Cell lines

U87MG cells were acquired from ATCC‐ and U87MG‐derived cell lines were maintained in DMEM/F12 with 10% FB Essence (VWR, Radnor, PA, USA). GBM4 was obtained from H. Wakimoto (Wakimoto *et al*., 2009).

### 2.2 CRISPR gene editing, stable, and inducible shRNA knockdown

Two TW targeting gRNA were cloned in pCLIP harboring Cas9 fused to Flag tag (puromycin resistant) and Cas9 targeting gRNA (without Cas9) tagged with RFP (Transomics, Huntsville, AL, USA). Multiple clones were selected for each gRNA and used as a pool. Two independent shRNA for stable (pLKO; Sigma, St. Louis, MO, USA) and conditional knockdown of TW (shTWi in pTRIPZ; Dharmacon, Lafayette, CO, USA) and corresponding vectors harboring scrambled control sequences were used for TW knockdown experiments. For rescue experiments, cells were transduced with retroviruses harboring TW in LXSN or empty vector (Mikheeva *et al*., 2010).

### 2.3 Orthotopic and flank xenograft models

Animal experiments were performed according to approved University of Washington IACUC protocols. Nude mice were injected subcutaneously with 600 000 U87MG cells harboring conditional shTWi or shScri knockdown vector. After 14 days, animals were switched to doxycycline supplemented chow (Envigo, Huntingdon, UK) and sacrificed after 3, 5, or 10 days. Tumor was measured with caliper, and volume was calculated (Mikheev *et al*., 2004). Intracranial injection of cells (100 000–150 000 cells per animal) were performed as described previously using stereotactic frame (Mikheev *et al*., 2015). Peri‐operative care included approved anesthesia and analgesia. Animals were sacrificed when developed clinical manifestation. To avoid animal suffering, the time of sacrifice was used as a surrogate for survival analysis. GFP‐positive tumor fragments identified under fluorescence dissecting microscope were digested with trypsin and plated in media or snap‐frozen for RNA or protein extraction using RNAeasy kit (Qaigen, Hilden, Germany) or RIPA buffer, respectively.

### 2.4 RNAseq analysis

Four biological replicas for each group of cells and eight individual tumors derived from the same cells *in vivo* are included in the study. RNAseq reads were analyzed using FastQC for quality control. Short reads were aligned to the hg38 reference genome. FPKMs (fragments per kilobase per million mapped reads) (Mortazavi *et al*., 2008) were determined for all RefSeq genes using CuffLinks. Read counts were obtained using HTseq (Anders *et al*., 2015). Differential expression analysis was performed based on the read counts, using DESeq2 (Love *et al*., 2014) modeling the raw read counts data to follow a Negative Binomial distribution. The procedure of Benjamini and Hochberg (1995) was used for multiple testing to estimate the FDR. The differentially expressed genes were selected by two criteria, absolute fold change larger than 2 and adjusted *P*‐values (FDR) less than 0.05. RNAseq data are deposited in Gene Expression Omnibus (GEO) with the accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE106159.

### 2.5 Bioinformatics

Differentially expressed genes were analyzed using GoMiner and Ingenuity pathway analysis for gene categories and canonical pathways. The PI3K/AKT signaling pathway interactions are downloaded from KEGG (Kanehisa and Goto, 2000) and DLRP (Graeber and Eisenberg, 2001) databases. The gene–gene interactions of PI3K/AKT pathway and fold change were visualized using Gephi (Mathieu *et al*., 2009).

### 2.6 Statistical analysis

Median survival of tumor‐bearing animal cohorts was compared by logrank test using Prism 7 (graphpad Software, La Jolla, CA, USA).

### 2.7 Additional methods

Details on cell authentication, RNAseq, immunofluorescence, qRT‐PCR, western blotting, and antibodies are provided in Appendix S1. Methods for histology, invasion, and proliferation assays were previously described (Mikheev *et al*., 2009, 2012, 2015; Mikheeva *et al*., 2010).

## 3 Results

### 3.1 Disruption of TW protein expression by gene editing inhibits U87MG tumorigenicity

To establish the potential therapeutic relevance of TW inhibition in GBM, we first studied the effects of TW protein knockout in the U87MG cell line. U87MG was chosen for the initial experiments based on its high levels of TW expression, rapid and reproducible tumorigenicity, and ease of subcloning required for selection of CRISPR/Cas9‐mediated knockout clones. To confirm the effects of TW loss of function, TW knockdown was also studied in the GBM4 GSC line (see below). Stable selection of TW‐specific gRNA/Cas9 constructs (TW‐A and B) in uncloned U87MG cells resulted in near complete loss of TW protein compared to controls with nontargeting gRNA/Cas9 constructs (dNT) (Fig. S1A). Upon orthotopic implantation, we observed a 29% prolonged survival in animals harboring the U87MG dTW‐A cells compared to dNT control (Fig.S1B). The gross appearance of tumors examined at terminal time points was similar (Fig.S1C), but examination of dTW‐A tumor‐derived cells demonstrated high levels of TW and low Cas9 protein expression compared to U87MG dTW‐A cells before injection (Fig.S1D). The reduction in Cas9 was confirmed by immunostaining of tumor sections (Fig. S1E). These results indicated that a small minority of cells retaining TW expression (and low or absent Cas9) provided a selection advantage for U87MG growth *in vivo* and that the increased survival likely resulted from a smaller number of TW competent cells.

To eliminate the outgrowth of rare TW+ cells, we subcloned control U87MG dNT and dTW‐A cells. Mutations and elimination of TW protein were confirmed through direct sequencing across the gRNA site and western blot of selected clones, respectively (Table S1 and Fig. S2). Using algorithm available at KBiobox, we identified two high‐risk off‐target genes for the TW‐A gRNA, USP35, and EXOC4 (Fig. S3). Targeted sequencing found a single mutation only for USP35 in one clone, which was excluded from further experiments (Table S1). Cells were then pooled from 10 random control subclones (designated U87MG dNTsc) and 6 subclones lacking TW expression (U87MG dTW‐Asc) for xenograft experiments (Fig. 1A, lanes 1, 2). After orthotopic implantation of equal numbers of control and TW‐deficient cells, we found that dTW‐Asc implanted animals showed a survival increase of 88% compared to animals implanted with control cells (33 versus 17.5 days, respectively; *P *=* *0.0002; Fig. 1B). Stable loss of TW in U87MG dTW‐Asc‐derived tumors was confirmed in tumor‐derived cells (Fig. 1A, lanes 5‐7 versus 3, 4). Of interest, U87MG dTW‐Asc‐derived tumors generated a partially exophytic versus intracranial growth pattern (Fig. 1C). Histologic examination revealed subtle differences with U87MG dNTsc tumors harboring larger more mesenchymal appearing cells, while U87MG dTW‐Asc‐derived tumors had smaller and more densely packed cells. No tumor cell invasiveness is noted at the tumor brain interfaces independent of TW status (Fig. S4). Re‐expression of TW in dTW‐Asc cells after CRISPR mediated deletion of Cas9 (Fig. 1D) rescued the effects of TW deletion evidenced by a 69% reduction in animal survival compared to U87MG dTw‐Asc cells harboring an empty expression vector (13 versus 22 days, respectively; *P *=* *0.0018) (Fig. 1E) and reversion to exclusive intracranial growth patterns (not shown). With a second gRNA, TW‐B, we validated and pooled six subclones (Table S2; Fig. 1F; no high‐risk off‐target genes were identified) and found a similar decrease in tumorigenicity after implantation (Fig. 1G) and accompanying decreases in tumor growth (Fig. 1H). *In vitro* invasion assay did not reviled effect of TW knockout of cell invasion in serum‐free conditions (not shown). Because U87MG tumors are not invasive *in vivo*, we concluded that inhibition of TW is due to alteration of tumorigenicity and not invasion. Finally, to determine the effect of TW loss of function after tumor formation we showed that doxycycline induced TW knockdown in established U87MG flank tumors reduced subsequent tumor growth from a mean of 300 mm^3^ to 75 mm^3^ (*P *=* *0.0114; Fig. S5). Together, these data strongly support the physiologic relevance of TW for U87MG tumorigenicity and potential relevance of TW as a clinical target.

**Figure 1:**
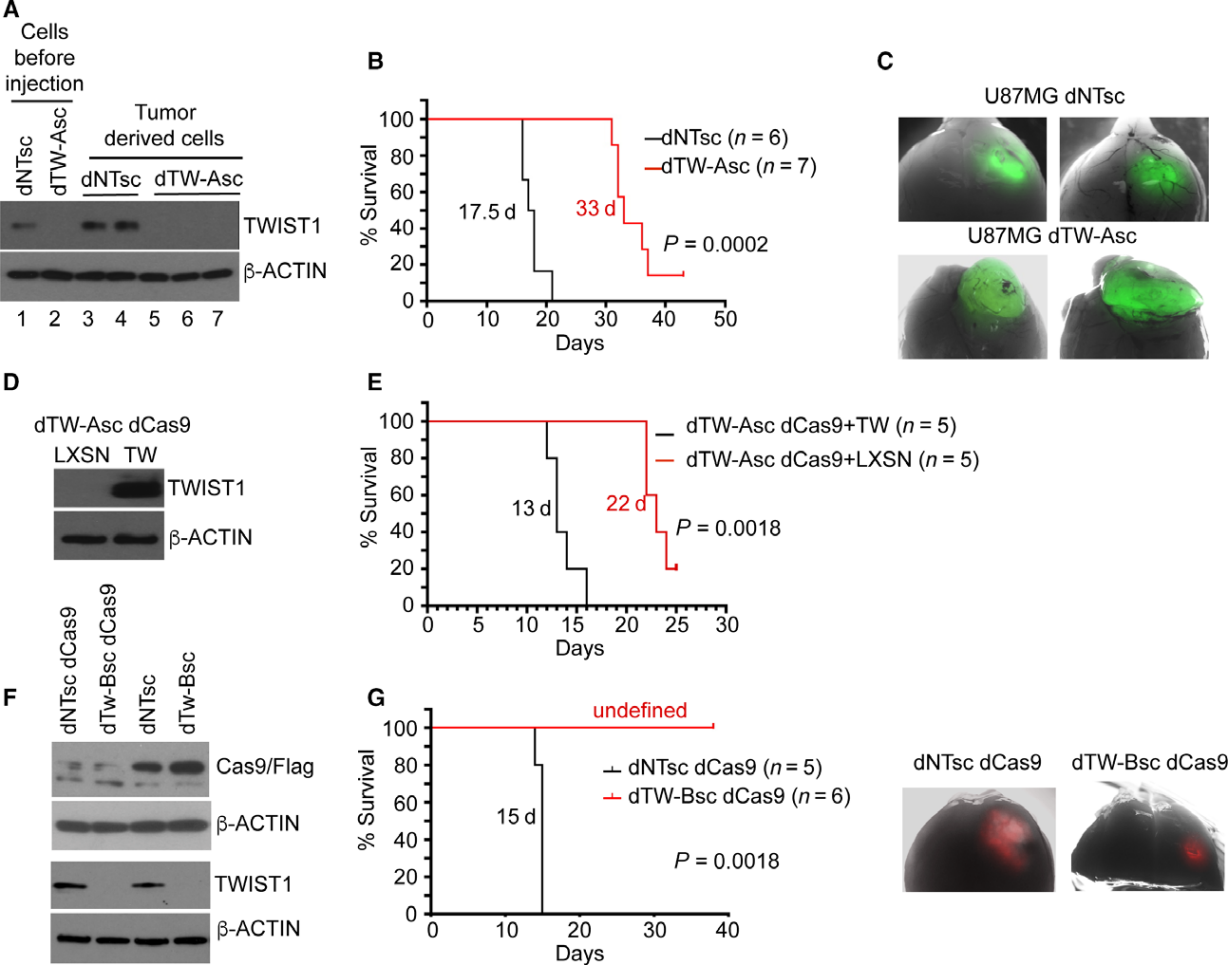
TWIST1 promotes tumorigenicity of U87MG cells. Pooled subclones of TW‐deleted U87MG cells are less tumorigenic: (A) Confirmation of TW expression and knockout retained in tumor‐derived cells from animals injected with control (dNTsc, lanes 3,4) and TW knockout (dTW‐Asc, lanes 5, 6, 7) cells. Cells before injection shown in lanes 1 and 2. (B) Extended survival of animals injected with a pooled subclones with confirmed TW mutation (dTW‐Asc) and knockout compared to pooled control subclones (dNTsc). (C) Differential intracranial versus exophytic growth patterns of tumors generated by U87MG dNTsc and dTW‐Asc cells, respectively. (D) Overexpression of TW or empty vector in U87MG dTW‐Asc cells after self‐deletion of Cas9 (dTW‐Asc dCas9). (E) Survival analysis demonstrating TW re‐expression in TW‐deleted cells significantly reduced median survival compared to TW null control cells. (F) Confirmation of Cas9 and TW knockout in the pooled U87MG subclones expressing the independent TW‐B gRNA (dTW‐Bsc) before injection. (G) Survival curves showing marked prolongation of survival after implantation of TW‐deficient cells (U87MG dTW‐Bsc dCas9) compared to control. (H) Gross appearance of representative TW‐deleted (dTW‐Bsc dCas9) and control tumors (dNTsc dCas9).

### 3.2 Identification of TW‐regulated genes and pathways

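RNAseq was performed on U87MG, an established human glioblastoma cell line, as a pool of control subclones that carry a nontargeting gRNA (dNTsc) and a pool of subclones in which TW was deleted (dTW-Asc). For each pool, the authors deposited raw read counts per gene for 4 cell samples grown *in vitro* and for tumors grown from the same cells in mouse brain. The labels give 8 tumor numbers, 4 per pool, with 2 libraries for each tumor except the first dNTsc tumor, which has 1. Tumors are called the first to the fourth in the order of these numbers within each group. Section 2.4 states the same number of individual tumors, so the tumor was taken as the unit and its libraries were summed. The authors aligned the reads to hg38, removed mouse reads from the tumors by disambiguation and counted reads on genes with HTSeq, without normalization. Between 12621696 and 20522807 reads per library were counted on genes, with a median of 16366414. Per tumor, the sums ran from 12743264 to 34967404 in the dNTsc group (median 30622454) and from 29159236 to 35208063 in the dTW-Asc group (median 31592390). The cell samples held 12793492 to 17963917 counts for dNTsc (median 15252088.5) and 16366414 to 19898844 for dTW-Asc (median 16800941). Counts were normalized with edgeR's TMM method and are given as CPM, counts scaled to a common library size. Log2 fold changes are dNTsc over dTW-Asc, as in Table S3, and were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DEGs had an adjusted p below 0.05 and an absolute fold change above 2, the criteria of section 2.4. The biological coefficient of variation between replicates was 0.152 in tumors and 0.0418 in cells. All replicates of a group came from the same pool of subclones. The p-values therefore measure spread between tumors or cell samples of a pool, and not between independent knockouts. An effect of TW deletion in what follows is the difference between these pools.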

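The deleted gene was read in every sample. *TWIST1* lies on chromosome 7 of hg38 from 19020991 to 19117636 in GENCODE 44. In the first to the fourth dNTsc tumor its mRNA measured 50.4, 52.7, 55.7 and 54.6 CPM, a mean of 53.3 ± 2.33 (SD, n = 4). In the first to the fourth dTW-Asc tumor it measured 29.4, 25.8, 31.7 and 29.3 CPM, a mean of 29.1 ± 2.46 (SD, n = 4). The log2 fold change in tumors was 0.89 (standard error 0.096, adjusted p = 1.6e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The cell samples gave 31.8 ± 1.92 CPM for dNTsc (SD, n = 4) and 13.5 ± 0.593 CPM for dTW-Asc (SD, n = 4). Their log2 fold change was 1.24 (standard error 0.065, adjusted p = 4.7e-15, edgeR's quasi-likelihood test). In tumors and in cells alike, every dNTsc sample had more *TWIST1* mRNA than every dTW-Asc sample (2-sided exact permutation test, p = 0.0286 in each, the smallest p that 4 samples against 4 allow). *TWIST1* transcripts were lower but present in all dTW-Asc samples, with counts of 778 to 1108 per tumor and 224 to 256 per cell sample. The counts measure transcripts and not TW protein. With each sample left out in turn, the log2 fold change stayed between 0.83 and 0.93 in tumors and between 1.21 and 1.27 in cells.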

To identify mechanisms regulated by TW which contribute to tumorigenicity, we performed RNAseq analysis of U87MG dNTsc vs dTW‐Asc cells growing *in vitro* and their respective orthotopic xenograft tumors harvested at terminal time points. A disambiguation analysis was used to eliminate confounding reads from mouse mRNA in xenografts (Ahdesmäki *et al*., 2017). 

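The counts used here are those that remained after this step. For each tumor library, 48.3% to 49.6% of the uniquely aligned reads fell in no feature, against 49.2% to 49.6% for the cell samples. To see how much expression of host cell types remained in the tumors, 40 genes typical of neurons, oligodendrocytes, microglia and macrophages, endothelial cells and blood cells were listed before the counts were read. In both tumor groups, 28 of the 40 had a mean below 1 CPM. In at least 1 tumor group, 12 reached 1 CPM. Of all 40, 9 reached it in at least 1 group of cells, which hold no mouse tissue. These 9 include *TIE1*, which stayed below 1 CPM in both tumor groups. With at least 1 CPM in dNTsc tumors, 7 of the 40 had a mean there more than 2-fold above that in dNTsc cells. For 3 of these 7, it was also more than 2-fold above that in dTW-Asc tumors. *ERMN* was the highest of the 3, with 10.9 CPM in dNTsc tumors, 0.166 in dTW-Asc tumors and 0.979 in dNTsc cells. Smaller differences were not counted. *CAMK2A*, for example, measured 27.2 CPM in dNTsc tumors, 16.6 in dTW-Asc tumors and 7.28 in dNTsc cells. By the same cutoffs, 1 gene, *CD74*, was lower in dNTsc tumors (117 CPM) than in dTW-Asc tumors (286 CPM).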

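In tumors, 17538 genes passed edgeR's filter on low counts and 2771 of them were DEGs, 1590 higher and 1181 lower in dNTsc than in dTW-Asc tumors. The paper took tumors at terminal time points and reports longer survival and partly exophytic growth with dTW-Asc cells. Tumor age and growth site were therefore not separated from genotype in these DEGs. In cells, 16097 genes were tested and 828 were DEGs, 442 higher and 386 lower. The labels number the cell samples of both pools 1 to 4. A fit with the replicate number as a block, a pairing taken from the labels, gave 834 DEGs in cells. The correlation of residual log2 CPM between same-numbered samples, computed across genes, ran from -0.0163 to 0.0766, and whether these samples were processed together was not settled by it.

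Of 15756 genes tested in both fits, 408 were DEGs in both and 311 changed in the same direction, 195 up and 116 down. The other 97 changed in opposite directions, 75 of them up in tumors and down in cells. Of the cell DEGs tested in both fits, 57.5% were also tumor DEGs, and of the tumor DEGs, 18.8% were also cell DEGs. The overlap was larger than that of unrelated lists of these sizes (odds ratio 10.2, Fisher's exact test across genes, p = 2.2e-175), though genes are not independent replicates. Across all genes tested in both, the log2 fold changes in tumors and cells had a Pearson r of 0.297. With the replicate block in cells, 310 genes were common. The counts depended on the fold change criterion. With the adjusted p alone, 8025 genes were DEGs in tumors and 8789 in cells, and with an absolute log2 fold change above 2 there were 933 and 201.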

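The largest changes in tumors were those of *SGCD*, *MAGEA1*, *THY1*, *MOCS1* and *DPT*, higher in dNTsc, and of *RP11-270M14.4*, *CHIA*, *PPL*, *SNCB* and *HPGD*, lower in dNTsc. *SGCD* (chromosome 5, 155870344 to 156767788) measured 48.9 ± 8.2 CPM in dNTsc and 0.00664 ± 0.013 CPM in dTW-Asc tumors (SD, n = 4 each), a log2 fold change of 12.04 (standard error 0.31, adjusted p = 6.0e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The dTW-Asc value is 1 count in a single tumor, so the size of this ratio is set by the depth. *PPL* (chromosome 16, 4882507 to 4960741) measured 1.19 ± 0.38 CPM in dNTsc and 109 ± 58 CPM in dTW-Asc tumors (SD, n = 4 each), a log2 fold change of -6.56 (standard error 0.43, adjusted p = 2.8e-07, edgeR's quasi-likelihood test). In cells, *MAGEA1*, *PTGDS* and *CCDC54* were the highest in dNTsc and *MMP1*, *ESM1* and *HS6ST3* the lowest. *MAGEA1* (chromosome X, 153179284 to 153183880) was among the largest changes in both, with log2 fold changes of 11.64 in tumors and 8.36 in cells. It had at most 1 count in any dTW-Asc tumor and at most 3 in any dTW-Asc cell sample. The sizes of these ratios are therefore set by the depth too. *MMP1* (chromosome 11, 102789401 to 102798160) fell by 6.84 on the log2 scale (standard error 0.13, adjusted p = 3.6e-25, edgeR's quasi-likelihood test), from 671 ± 142 CPM in dTW-Asc to 5.85 ± 1.07 CPM in dNTsc cells (SD, n = 4 each). In tumors it stayed below 1 CPM in both groups and was not tested.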

Comparison of TW‐associated differentially expressed genes (DEGs) from cell lines and tumors identified a largely distinct set of DEGs unique to the cell lines or tumors with a smaller number common to both (Fig. S6, Table S3). To identify physiologically relevant candidates, we analyzed all DEGs detected in tumors. GoMiner (Zeeberg *et al*., 2003) analysis identified TW‐regulated DEGs in tumors enriched for genes encoding extracellular space (growth factors, cytokines, extracellular matrix proteins, proteins with metallopeptidase activity) and cell membrane (growth factor receptors, integrins, tumor necrosis factor receptors, and cytokine receptors) proteins (Fig. 2A). This analysis indicated that TW might have functional roles in modifying and/or responding to the *in vivo* tumor microenvironment, cell–cell interactions, ECM‐cell signaling, and response to growth factors. 

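The GO categories were represented by 8 gene families defined by gene symbol before the data were examined, since GoMiner's database was not used here. Of these, 6 follow categories listed here, collagens stand for extracellular matrix proteins, and insulin-like growth factor binding proteins were added. The background was the 17538 genes tested in tumors, and enrichment among the 2771 tumor DEGs was tested with a one-sided Fisher's exact test per family, adjusted over the 8 families by the Benjamini-Hochberg method. The tests are across genes, which are not independent replicates. Collagens had the smallest adjusted p, with 26 DEGs among 32 tested, 21 higher and 5 lower in dNTsc (adjusted p = 3.6e-15, Fisher's exact test). Cytokines and chemokines had 26 of 38, 22 higher and 4 lower (adjusted p = 2.0e-12, Fisher's exact test). Among metallopeptidases, 19 of 41 were DEGs, 17 higher and 2 lower (adjusted p = 1.1e-05, Fisher's exact test). Cytokine and tumor necrosis factor receptors had 16 of 36, 8 in each direction (adjusted p = 8.8e-05, Fisher's exact test). For growth factors, 12 of 26 were DEGs, 7 higher and 5 lower (adjusted p = 0.00034, Fisher's exact test). Growth factor receptors had the weakest enrichment, 7 of 18 with 4 higher and 3 lower (adjusted p = 0.016, Fisher's exact test). That family passed 0.05 no longer with the 15 tumor libraries as separate samples, with library 1 of each tumor only, or with all 4 groups in one fit. Integrins had 10 of 21, 8 higher and 2 lower (adjusted p = 0.00071, Fisher's exact test). Insulin-like growth factor binding proteins had 6 of 7, 3 higher and 3 lower (adjusted p = 0.00015, Fisher's exact test). Within the families, the smallest adjusted p belonged to *COL5A2*, with a log2 fold change of 2.72 (standard error 0.10, adjusted p = 7.3e-09, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) from 2025 ± 47.1 CPM in dNTsc and 311 ± 34.4 CPM in dTW-Asc tumors (SD, n = 4 each). *ADAM12*, *CCL26*, *IL7R*, *HBEGF*, *PDGFRB*, *ITGA11* and *IGFBP7* had the smallest adjusted p in their families, with log2 fold changes in tumors of 1.88, 5.01, 5.46, 2.75, 2.82, 5.11 and 4.23.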

Ingenuity Pathways Analysis (IPA) identified canonical pathways related to glioblastoma signaling and invasiveness indicating that TW has broad effect on U87 glioma cells (Fig. 2B). Among canonical IPA pathways, we identified PI3K/AKT, which is part of the Glioma Invasiveness Signaling and GBM signaling networks. Consistent with GO cytokine categories, we identified IL‐6 and IL‐8 pathways, which signal through JAK/Stat and PI3K/AKT pathways. 

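The gene of IL-6, *IL6* (chromosome 7, 22725884 to 22732002 in hg38), measured 37.1 ± 7.44 CPM in dNTsc and 2.81 ± 1.59 CPM in dTW-Asc tumors (SD, n = 4 each). Its log2 fold change in tumors was 3.72 (standard error 0.35, adjusted p = 5.7e-06, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It moved most with library 1 of each tumor only, to 4.13. In cells the direction was the opposite, with 15.9 ± 1.55 CPM in dNTsc and 32.3 ± 7.25 CPM in dTW-Asc (SD, n = 4 each). The log2 fold change there was -1.02 (standard error 0.11, adjusted p = 1.8e-08, edgeR's quasi-likelihood test). *CXCL8*, which encodes IL-8 (chromosome 4, 73740519 to 73743716), measured 14.1 ± 5.84 CPM in dNTsc and 2.12 ± 1.40 CPM in dTW-Asc tumors (SD, n = 4 each), a log2 fold change of 2.74 (standard error 0.41, adjusted p = 0.00018, edgeR's quasi-likelihood test). In cells it measured 106 ± 13.2 CPM in dNTsc and 343 ± 56.8 CPM in dTW-Asc (SD, n = 4 each), a log2 fold change of -1.70 (standard error 0.084, adjusted p = 1.2e-15, edgeR's quasi-likelihood test). The difference between the fold changes in tumors and in cells was 4.75 for *IL6* (adjusted p = 9.9e-09) and 4.44 for *CXCL8* (adjusted p = 5.0e-08), tested as an interaction with edgeR's quasi-likelihood test. The receptor gene *IL6R* (chromosome 1, 154405193 to 154469450) was lower in dNTsc in both, with log2 fold changes of -3.34 in tumors (standard error 0.20, adjusted p = 1.6e-07) and -1.05 in cells (standard error 0.11, adjusted p = 2.9e-09) by edgeR's quasi-likelihood test.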

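Of 21 integrin genes tested in tumors, 10 were DEGs, 8 higher and 2 lower in dNTsc. *ITGA11* (chromosome 15, 68296532 to 68432163) measured 18.6 ± 4.2 CPM in dNTsc and 0.540 ± 0.060 CPM in dTW-Asc tumors (SD, n = 4 each), a log2 fold change of 5.11 (standard error 0.22, adjusted p = 1.8e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *ITGA5* (chromosome 12, 54395261 to 54419266) had a log2 fold change of 2.40 (standard error 0.13, adjusted p = 9.8e-08, edgeR's quasi-likelihood test). *ITGA6* (chromosome 2, 172427354 to 172506459) changed in the other direction, by -3.51 (standard error 0.20, adjusted p = 1.2e-07, edgeR's quasi-likelihood test). In cells, the log2 fold changes of *ITGA11*, *ITGA5* and *ITGA6* were -1.39, 0.46 and -1.60. *ITGA11* was therefore higher in dNTsc tumors and lower in dNTsc cells, a difference of 6.51 on the log2 scale (adjusted p = 2.6e-11, interaction term, edgeR's quasi-likelihood test). Leaving out each tumor in turn kept *ITGA11* between 5.03 and 5.26 in tumors.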

Alteration of extracellular components is consistent with Integrin and ILK signaling which also signal through PI3K/AKT. (Fig. 2B). Together, GoMiner and IPA suggested that TW likely to promote malignant phenotypes through coordinated regulation of genes related to ECM, membrane receptors, signaling transduction kinases, and cytoskeleton dynamics all of which in part function through PI3K/AKT signaling. TW has been linked to this mechanism (Martini *et al*., 2014), and therefore, we used the Kyoto Encyclopedia of Genes and Genomes (KEGG) database to perform network analysis of PI3K/AKT‐related DEGs. We found that functionally related subsets of PI3K/AKT‐related DEGs were markedly upregulated in TW wild‐type versus TW knockout tumors and that this upregulation was more pronounced in tumor samples compared with cell lines *in vitro* (Fig. 2C, D, Fig. S7). 

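KEGG's network was not used here. The 3 subsets circled in Fig. 2C,D were represented by 177 genes listed by hand before the data were examined, of which 101 were tested in both tumors and cells. Per gene, the absolute log2 fold change in cells was subtracted from that in tumors. The median difference was 0.46, and none of 10000 random gene lists matched on mean expression reached it (median of the lists 0.12). This ranks the list among genes and does not count samples. The paper circled these subsets because their changes were the largest in the same RNAseq data. High ranks against random lists, here and for the single subsets below, were therefore likely beforehand and are no independent support. In tumors, 53 of the 101 genes had a log2 fold change above 0.5, the threshold of Fig. 2C,D, and 21 had one below -0.5. In cells, 19 were above 0.5 and 23 below -0.5. With the replicate block in cells, the median difference was 0.45.

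The ECM proteins and integrins differed most, with a median difference of 0.82 over 45 genes (0 of 10000 random lists as large). Of these, 30 were above 0.5 and 8 below -0.5 in tumors, against 12 and 10 in cells. *ITGA11*, *LAMA4* and *LAMC1* had the smallest adjusted p in tumors. *LAMA4* measured 462 ± 29 CPM in dNTsc and 60.6 ± 9.1 CPM in dTW-Asc tumors (SD, n = 4 each), with log2 fold changes of 2.95 in tumors and 0.35 in cells. For cytokines and cytokine receptors the median difference was 0.47 over 16 genes (62 of 10000 random lists as large). It fell to 0.06 when the filter on low counts was left out, which random lists reached more often than 1 in 20 times. Of these genes, 7 were above 0.5 and 4 below -0.5 in tumors, against 2 and 4 in cells. *IL7R*, *IL6R* and *TLR4* had the smallest adjusted p in tumors. Their log2 fold changes were 5.46, -3.34 and 4.55 in tumors and 0.52, -1.05 and 1.17 in cells. Growth factors and receptor tyrosine kinases had the smallest median difference, 0.25 over 40 genes (376 of 10000 random lists as large), with 16 above 0.5 and 9 below -0.5 in tumors and 5 and 9 in cells. In 5 of the 16 fits that left out 1 tumor or cell sample, more than 5% of random lists reached the value of this subset.

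**Figure D1:**
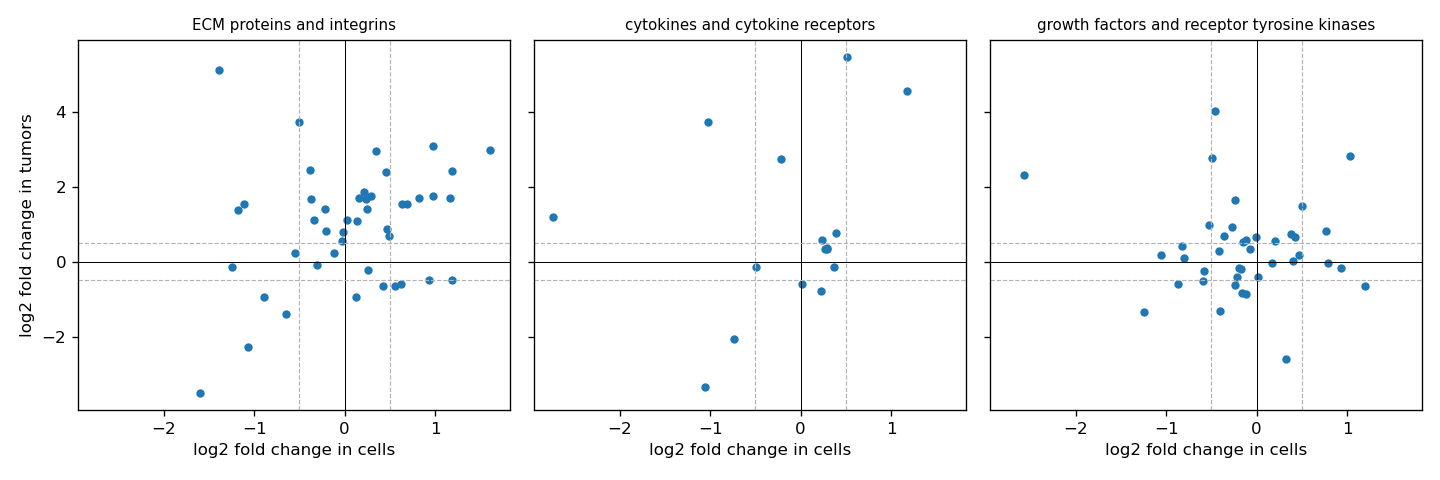
Log2 fold change (dNTsc over dTW-Asc) of each PI3K/AKT-related gene in cells (x axis) and in tumors (y axis), for 45 ECM proteins and integrins, 16 cytokines and cytokine receptors and 40 growth factors and receptor tyrosine kinases. Dashed lines mark 0.5 and -0.5, and in tumors 30 ECM and integrin genes lie above 0.5 against 12 in cells.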

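Whether the difference between the dNTsc and dTW-Asc pools changed between tumors and cells was tested as an interaction. The 8 tumors and 8 cell samples entered a single fit. Of 17280 genes tested, 2639 had an interaction with an adjusted p below 0.05 and an absolute log2 value above 1 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The effect of dNTsc over dTW-Asc was higher in tumors for 1461 of them and lower for 1178. Of these genes, 1715 were also DEGs in tumors and 476 in cells, and 97 were DEGs in both with opposite directions. With the replicate number of the cells as a block, 2557 genes passed. *SGCD* had the largest positive interaction, 12.10 (standard error 0.34, adjusted p = 6.8e-15, edgeR's quasi-likelihood test). Its mRNA was similar in dNTsc and dTW-Asc cells (5.27 ± 0.96 and 6.06 ± 0.34 CPM, SD, n = 4 each), higher in dNTsc tumors (48.9 ± 8.2 CPM) and nearly undetected in dTW-Asc tumors. *IL26* followed at 12.02 (standard error 3.18). It had no more than 2 counts in any cell sample and 0 in every dTW-Asc tumor, so its size is set by counts near 0. With 1 tumor or cell sample left out, it ranged from 9.38 to 12.45, and 1 of these 16 fits did not keep the same result. The largest negative interactions were those of *PTGDS* (-8.41), *CHRDL1* (-6.09) and *ANGPTL7* (-5.87). *PTGDS* had 0 counts in every dTW-Asc cell sample and *ANGPTL7* no more than 3 counts in any sample outside dTW-Asc tumors, so the sizes of these 2 values are set by counts near 0. *CHRDL1* measured 0.812 ± 0.34 CPM in dNTsc and 31.1 ± 13 CPM in dTW-Asc tumors, against 0.692 ± 0.15 and 0.417 ± 0.085 CPM in cells (SD, n = 4 each). From its observations together, the paper proposes that the environment can influence TW function and that activation of PI3K/AKT-related genes *in vivo* can contribute to tumorigenicity.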

Together, our observations indicate that TW function can be influenced by the environmental context (*in vitro* versus *in vivo*) and that an *in vivo* dependent activation of PI3K/AKT‐related genes may contribute to its impact on tumorigenicity.

**Figure 2:**
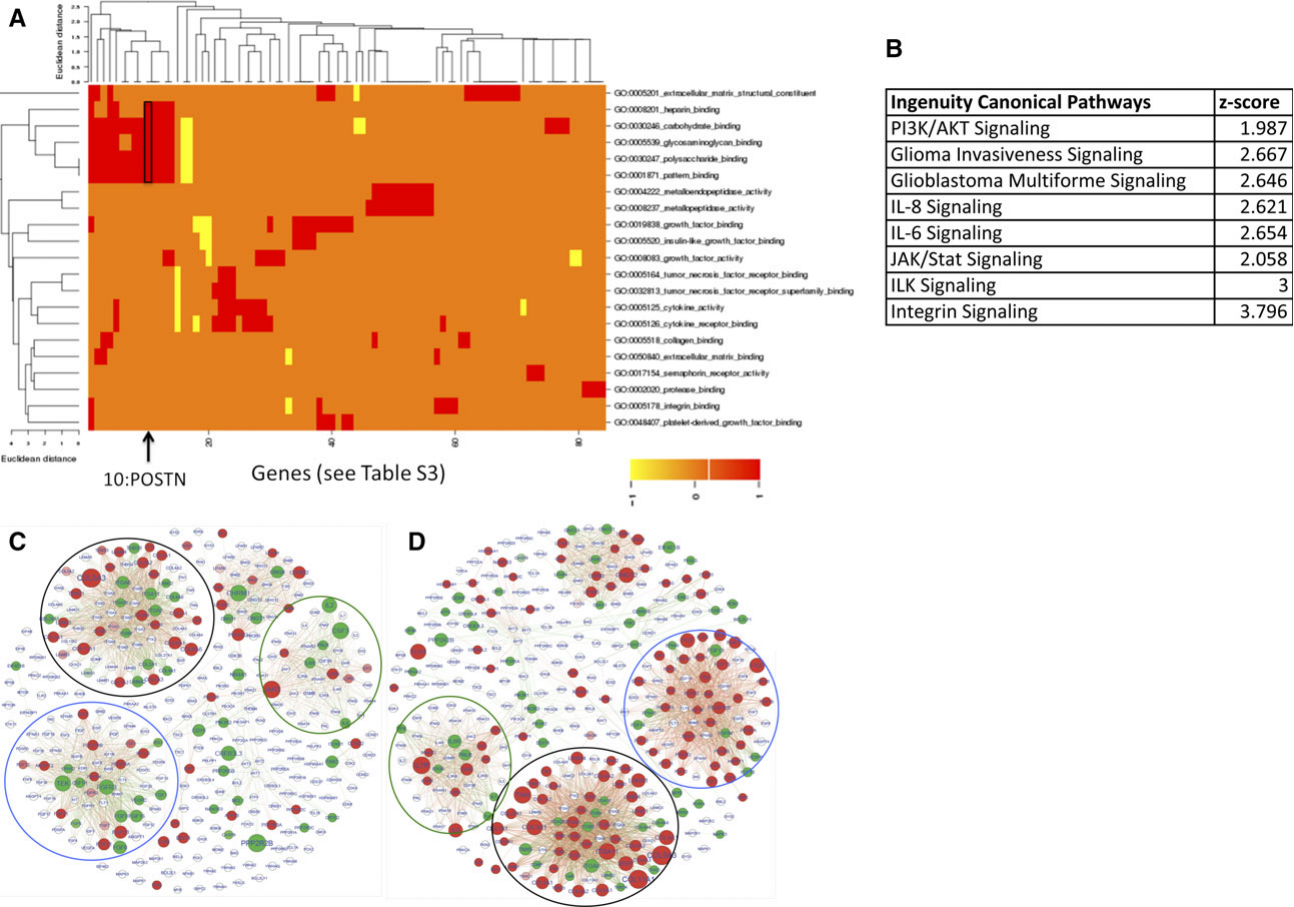
TWIST1 regulates genes associated with ECM and PI3K signaling. (A) Heat map of GO categories of TW DEGs identified by RNAseq in U87MG tumors. GO analysis shows enrichment for categories related to ECM constituents, ECM protein interactions, membrane receptors, growth factor, and cytokine signaling. Genes comprising the significantly altered GO categories (*P *<* *0.05) are listed in Table S4. Scale: Yellow and red show direction of gene expression change (down and up, respectively). POSTN is identified in multiple GO categories (arrow). (B) IPA analysis of DEGs. Examples of canonical pathways identified by IPA analysis and corresponding *Z*‐scores are shown. (C,D) Comparison of *in vitro* (C) and *in vivo* (D) TW‐regulated PI3K network analysis constructed from TW‐dependent DEGs using KEGG. Individual genes (nodes), gene interactions (edges), and proportional absolute log2 fold changes (node size) and direction of change in control versus deleted tumors [upregulation—red (log2 > 0.5‐fold); downregulation—green (log2 < ‐0.5‐fold); no change (white)] are shown. Analogous subnetworks showing the largest changes are circled; growth factor/RTKs (blue), ECM proteins/Integrins (black), and cytokines/cytokine receptors (green). Enlarged version of this panel is shown in Fig. S7.

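All 84 genes of Table S4 were among the genes tested in tumors and all 84 were DEGs there, 72 higher and 12 lower in dNTsc tumors. In cells, 75 of the 84 were tested and 24 were DEGs. With an absolute log2 fold change above 2 in place of 1, all 84 remained DEGs in tumors. The paper drew these genes from its DEGs of the same tumors. That they were DEGs in tumors here was therefore largely fixed beforehand and is no independent support.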

### 3.3 TW‐mediated regulation of AKT and periostin

To establish PI3K/AKT signaling as a downstream target, we investigated TW‐dependent regulation of AKT phosphorylation in U87MG cells and tumors. Marked inhibition of T308 and S473 AKT phosphorylation was observed in tumors but not cell lines prior to implantation (Fig. 3A) and inhibition was reversed in tumor‐derived cells re‐expressing TW (Fig. 3B). Collectively, these data demonstrated that TW‐dependent growth of U87MG cells *in vivo* was associated with activation of AKT. In other cancers, TW regulates AKT signaling through phospho‐activation (Li and Zhou, 2011) (Roberts *et al*., 2016) as well as transcriptional upregulation (Cheng *et al*., 2007). Here, TW deletion did not alter AKT gene expression (not shown), and therefore, in U87MG TW appears to primarily regulate AKT signaling through phosphorylation.

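Neither *AKT1* nor *AKT2* passed an adjusted p of 0.05 in tumors. *AKT1* (chromosome 14, 104769349 to 104795751 in hg38) measured 335 ± 29.8 CPM in dNTsc and 335 ± 24.4 CPM in dTW-Asc tumors (SD, n = 4 each), a log2 fold change of 0.02 (standard error 0.10, adjusted p = 0.91, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *AKT2* (chromosome 19, 40230317 to 40285536) had a log2 fold change of 0.09 in tumors (standard error 0.087, adjusted p = 0.43, edgeR's quasi-likelihood test). The direction for *AKT1* in tumors is not settled, since with 4 of the alternatives the log2 fold change was below 0, the lowest being -0.04. In cells, *AKT1* measured 213 ± 8.71 CPM in dNTsc and 251 ± 5.87 CPM in dTW-Asc (SD, n = 4 each). Its log2 fold change was -0.23 (standard error 0.039, adjusted p = 9.6e-06, edgeR's quasi-likelihood test). *AKT2* did not pass in cells (-0.09, standard error 0.042, adjusted p = 0.070, edgeR's quasi-likelihood test). The change of *AKT1* in cells was below the fold change of 2 set for DEGs. From unaltered *AKT* expression, the paper proposes that TW acts on AKT signaling mainly through phosphorylation.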

**Figure 3:**
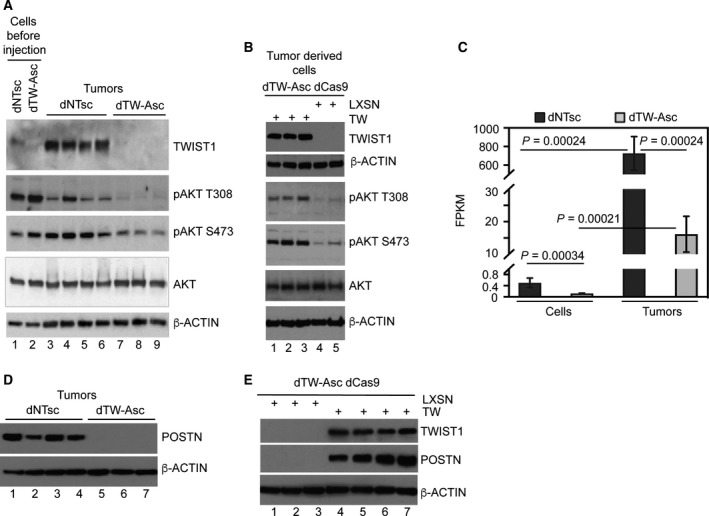
TWIST1 knockout regulates POSTN expression, AKT phosphorylation. (A) Western blot analysis of AKT phosphorylation (T308 and S473) in cells before implant (lanes 1,2) and in individual control (lanes 3–6) and TW‐deleted (lanes 7–9) tumors. (B) Western blot analysis of AKT phosphorylation (T308 and S473) in tumor‐derived early passage U87 dTw‐Asc dCas9 cells re‐expressing TW (lanes 1–3) or with TW deleted (lanes 4,5). (C). *POSTN* mRNA expression (FPKM values from RNAseq) in U87MG cells *in vitro* (cells) and *in vivo* (Tumors) with endogenous (dNTsc) or deleted TW (dTW‐Asc). (D) Western blot detection of POSTN protein in individual control dNTsc (lanes 1–4) and dTW‐Asc tumors (lanes 5–7). Levels of POSTN protein expression in cells *in vitro* are below detection limits (not shown). (E) Analysis of POSTN expression in tumors with deleted TW (dTW‐Asc+LXSN) (lanes 1–3) and in tumors with exogenous TW overexpression (dTW‐Asc + TW) (lanes 4–7).

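FPKM values were not used here, so counts were converted to length-scaled CPM (RPKM, CPM per 1000 bases of exon) with TMM normalization and the 5464 bases covered by *POSTN* exons in GENCODE 44. In the first to the fourth dNTsc tumor, *POSTN* measured 283, 236, 310 and 519 RPKM, a mean of 337 ± 125 (SD, n = 4). The first to the fourth dTW-Asc tumor gave 3.52, 21.3, 2.70 and 7.95 RPKM, a mean of 8.87 ± 8.61 (SD, n = 4). In cells the means were 0.265 ± 0.145 RPKM for dNTsc and 0.0695 ± 0.0117 RPKM for dTW-Asc (SD, n = 4 each). These cell values rest on 13 to 47 counts per dNTsc sample and 5 to 9 counts per dTW-Asc sample.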

We previously showed that POSTN is important for glioma tumorigenicity (Mikheev *et al*., 2015). POSTN is also known to activate AKT (Morra and Moch, 2011). To determine whether POSTN is a downstream target of TW in the U87MG model, we analyzed POSTN expression in U87MG cell lines and tumors. 

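*POSTN*, which encodes periostin, lies on chromosome 13 of hg38 from 37562583 to 37598844. It measured 1842 ± 684 CPM in dNTsc tumors and 1.45 ± 0.790 CPM in dNTsc cells (SD, n = 4 each). The log2 fold change between them was 10.23, a 1203-fold difference (standard error 0.35, adjusted p = 4.1e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In dTW-Asc tumors *POSTN* measured 48.5 ± 47.1 CPM (SD, n = 4), with counts from 494 to 3515 per tumor. The log2 fold change of dNTsc over dTW-Asc tumors was 5.26 (standard error 0.61, adjusted p = 2.8e-05, edgeR's quasi-likelihood test), a 38.4-fold difference. In each of these comparisons every sample of one group was above every sample of the other (2-sided exact permutation test on log2 CPM, p = 0.0286, the smallest p that 4 samples against 4 allow). The spread within dTW-Asc tumors was nearly as large as their mean, with the highest tumor at 116 CPM and the lowest at 14.7 CPM. With each tumor left out in turn, the log2 fold change in tumors stayed between 4.96 and 6.16, and with library 1 of each tumor only it was 5.52. DESeq2's Wald test with its own size factors gave 5.28.

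**Figure D2:**
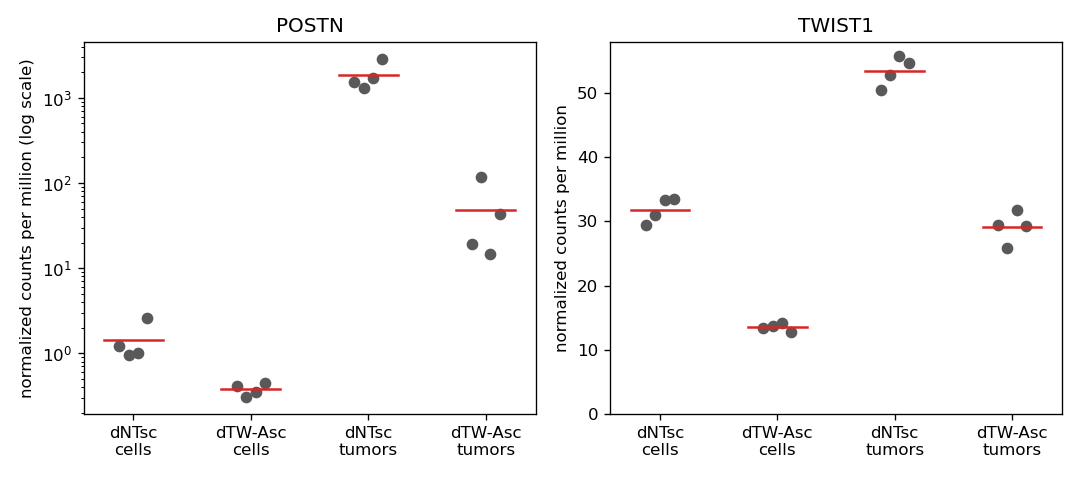
CPM of *POSTN* (left, log scale) and *TWIST1* (right) in dNTsc and dTW-Asc cells and tumors. Each point is 1 cell sample or 1 tumor and the red line is the mean of 4. *POSTN* lies between 1291 and 2837 CPM in dNTsc tumors and between 14.7 and 116 CPM in dTW-Asc tumors, and below 3 CPM in every cell sample.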

We found that *POSTN* mRNA expression levels were dramatically increased in U87MG derived tumors compared with cell lines *in vitro* (~1200‐fold; mean FPKM 750 vs 0.4, respectively; *P *=* *0.00024) with a marked ~43‐fold inhibition of *POSTN* expression in TW‐deleted tumors (FPKM 750 vs 17.5; *P *=* *0.00024) also reflected in western blot analysis (Fig. 3C,D). Inhibition of POSTN protein expression in TW‐deleted tumors is reversed by TW overexpression (Fig. 3E). Therefore, as for AKT, POSTN is an *in vivo* target of TW regulated on mRNA level in U87MG.

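Expression of POSTN in cells was also lower in dTW-Asc than in dNTsc, at 0.379 ± 0.0637 against 1.45 ± 0.790 CPM (SD, n = 4 each). The log2 fold change in cells was 1.95 (standard error 0.35, adjusted p = 3.0e-05, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and 1.94 with the replicate block. Every dNTsc cell sample was above every dTW-Asc cell sample (2-sided exact permutation test, p = 0.0286). Counts were low, 13 to 47 against 5 to 9 per sample, and with all 4 groups in one fit the log2 fold change of 1.96 no longer passed 0.05. The fold change in tumors was 3.32 higher on the log2 scale than that in cells, but this difference did not pass 0.05 (standard error 1.62, adjusted p = 0.11, interaction term, edgeR's quasi-likelihood test). It was 3.34 with the replicate block (adjusted p = 0.11, edgeR's quasi-likelihood test). The interaction passed 0.05 with DESeq2's Wald test, without the filter on low counts, and without the second dTW-Asc tumor, where it was 4.20. A difference between tumors and cells in the fold change of *POSTN* was therefore detected only with some of these settings. From the levels in tumors and the western blots, the paper concludes that TW regulates POSTN *in vivo* at the mRNA level.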

### 3.4 TW knockdown inhibits GBM4 glioma stem cell tumorigenicity, POSTN expression, and AKT activity

To extend our observations in U87MG to a GSC line, we studied the effects of TW knockdown in the GBM4 GSC line. Expression of TW shRNA (shTW) achieved significant knockdown of TW and POSTN mRNA (~75% and ~85%, respectively) and protein levels (Fig. 4A,B) and 40% reduction in invasion (Fig. 4C). TW silencing did not affect cell proliferation in vitro (Fig. 4D), suggesting that differences in cell invasion are not influenced by alteration of cell proliferation. We observed marked improvement in median survival of animals injected with GBM4 shTW cells compared to control (135 days versus 82 days, respectively; *P *=* *0.0027, Fig. 4E). A second TW shRNA targeting the 3′UTR also inhibited POSTN expression, which was partially re‐established by re‐expression of TW (Fig. 5A). Knockdown of TW and corresponding inhibition of POSTN also resulted in reduced AKT phosphorylation, which was restored with re‐expression of TW (Fig. 5B). Bar diagram demonstrates significant averaged change in AKT phosphorylation at Thr308 and Ser473. Expression of the 3′UTR shTW in GBM4 cells markedly prolonged survival (undefined at 132 days versus 84.5 days for controls; *P *=* *0.0014), while TW re‐expression restored tumorigenicity to levels comparable to controls (median survival 94 days) (Fig. 5C). To examine effects of TW early after cell implantation, we examined expression of activated caspase 3 at 10 days postimplantation. TW knockdown decreased the number of viable cells with corresponding increases in activated caspase 3 +  tumor cells compared to controls (Fig. 5D; middle and top panel, respectively). Re‐expression of TW completely reversed this effect (Fig. 5D; lower panel, Fig. 5E). These data demonstrated that TW loss of function in a second GBM cell line resulted in a similar decrease in tumorigenicity, POSTN expression, and AKT signaling as observed above for U87MG.

**Figure 4:**
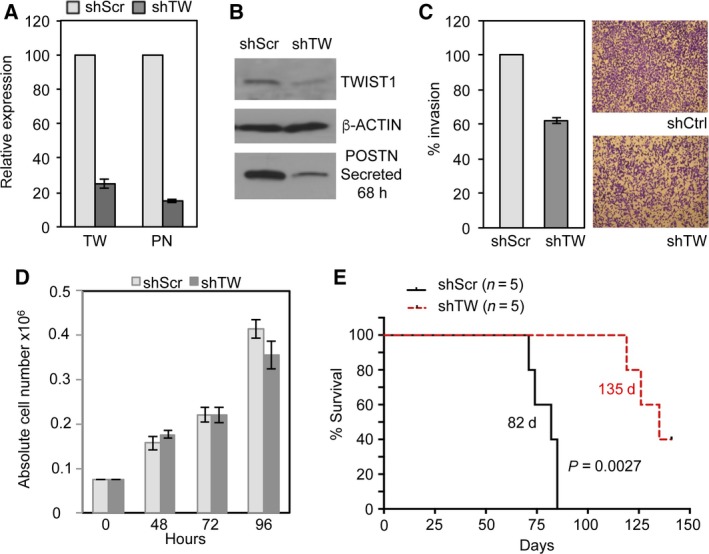
TWIST1 promotes tumorigenicity and upregulates POSTN in GBM4 GSCs. (A) qRT‐PCR quantification of TW and POSTN mRNA levels after TW knockdown in GBM4 with TW‐specific shRNA (shTW) compared to scrambled shRNA control (shScr). (B) Western blot of TW (whole cell lysate) and secreted POSTN from control (shScr) and TW knockdown (shTW) GBM cells. (C) Quantification of matrigel transwell invasion assay with representative membranes shown after 63 h. (D) Proliferation assay of GBM4 shScr vs shTW cells. Absolute cell number was measured at indicated time points. Number of cells plated is shown at time ‘0’. (E) Kaplan‐Meier curves comparing median survival of host nude mice after orthotopic implants of control (shScr) and TW knockdown (shTW) (135 vs 82 days, respectively; *P *=* *0.0027).

**Figure 5:**
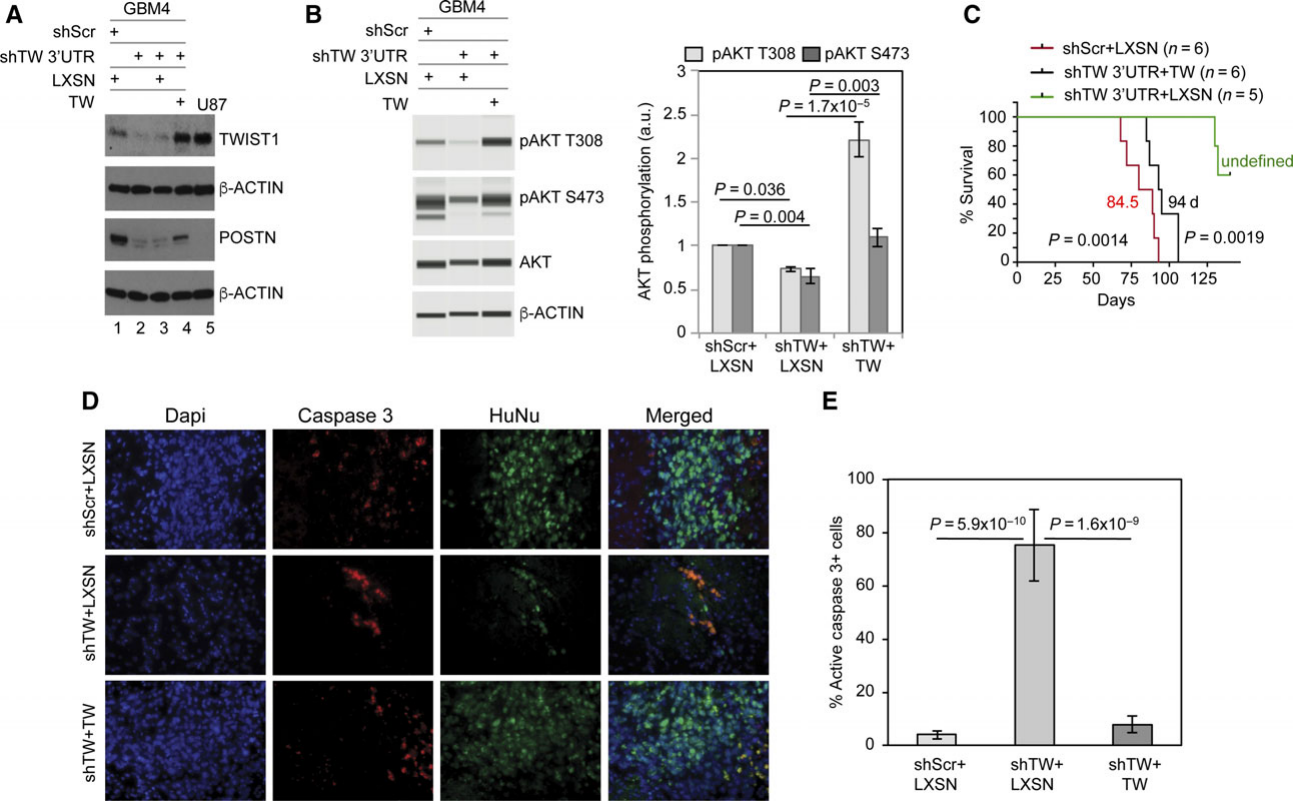
TWIST1‐dependent AKT phosphorylation in GBM4 GSCs correlates with tumorigenicity *in vivo*. (A) Marked knockdown TW and POSTN protein expression in GBM4 cells (whole cell lysates) expressing shScr control or a TW‐specific 3′UTR shRNA (lanes 1,2 respectively). Re‐expression of TW open reading frame TW partially restores POSTN expression compared to empty vector (lanes 3, 4). U87MG is shown for comparison of TW expression and lack of POSTN expression (lane 5). (B) TW knockdown in GBM4 reduced AKT phosphorylation (T308 and S473). Overexpression of TW increases AKT phosphorylation. (C) 3′ UTR‐mediated TW knockdown increased survival (>125 days versus 84.5 days; *P *=* *0.0014), while re‐expression of TW restores the control tumorigenic phenotype (median survival 94 days). (D) Representative images of tissue sections from short‐term (3‐4 animals/group) implants of control (top row), TW 3′UTR knockdown (middle row), and TW re‐expression (bottom row) in GBM4 cells. Animals were sacrificed 10 days after intracranial cell injection. Staining was performed for total nuclei (DAPI), apoptotic cells (active caspase 3), and tumor cells (HuNu). (E). Quantification of active caspase‐positive cells in implants of control cells (shScr+LXSN), cells with TW knockdown (shTW+LXSN), and TW‐overexpressing cells (shTW+TW). Percent of active caspase‐3‐positive cells is calculated relative total number of HuNu‐positive cells in the implant. *P* value calculated by two‐tailed *T*‐test.

### 3.5 TW expression correlates with GBM patient survival and POSTN expression

To establish potential clinical relevance of TW‐mediated regulation of POSTN, we investigated the relationship between TW expression and GBM patient survival using the TCGA database. TW expression levels distribution across 525 samples in the microarray dataset and in samples with top 10% and bottom 10% levels of TW expression (Fig. S8A, B) were used for survival analysis. We selected to use patient top and bottom TW expressers as it mirrors overexpression and under‐expression in the animal experiments. The array counts generated by TCGA were used without additional processing. Patient median survival was significantly decreased in patients with high (top 10%) versus low (bottom 10%) TW expression levels (Fig. 6A; 318 vs 442 days, respectively; *P *=* *0.0331). Similar results were observed in the TCGA RNAseq dataset (Fig. S8C). Similarly by comparing high TW‐expressing GBMs with all other GBMs in the TCGA data set based on a *Z*‐score cutoff of 2 (http://www.cbioportal.org), we found a comparable level of significance (340 vs 435 days, *P *=* *0.0307, *n *=* *487; data not shown). A similar impact of high TW expression on shortened survival was reported using REMBRANDT data comprised of all glioma grades (Nordfors *et al*., 2015) and in NSCLC (Lv *et al*., 2015). These observations suggest that high levels of TW expression have a generic effect on increasing cancer malignancy.

**Figure 6:**
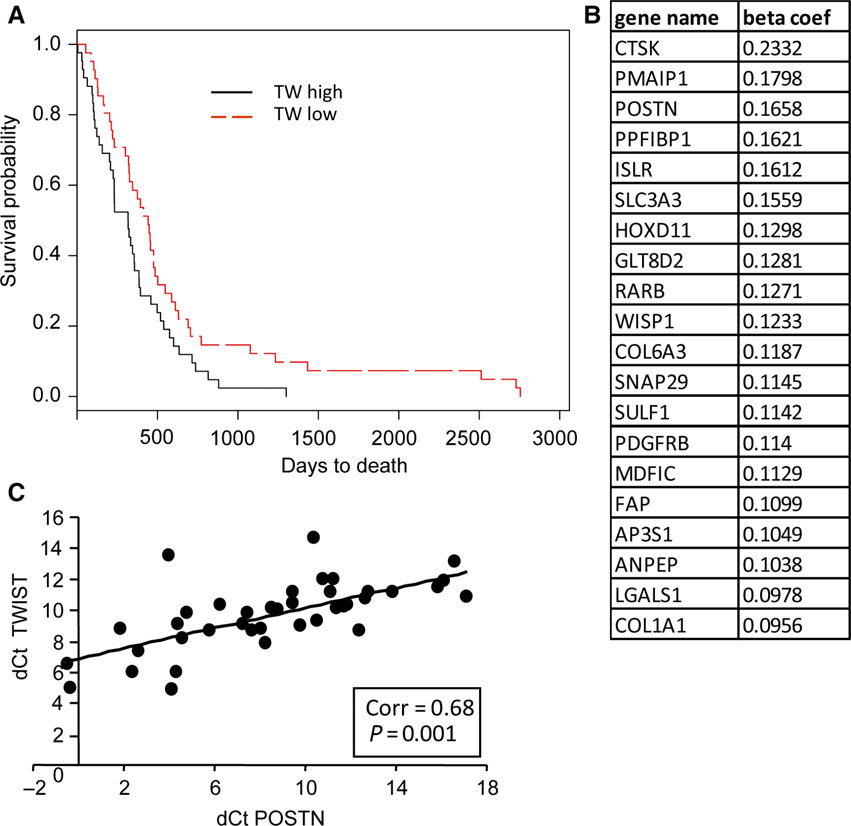
TWIST1 expression levels predict survival and correlate with POSTN expression. (A) Kaplan–Meier analysis of patient survival stratified by TW high and low expression levels (*n *=* *53 each group). (B) List of top ranking genes in TW transcriptional network analysis of TCGA TW DEGs identifies *POSTN*. (C) Correlation between *TW* and *POSTN* expression in a group of 39 glial tumors (9 grade II, 3 grade III, and 27 grade IV). ΔCt values were determined by qRT‐PCR.

To establish potential mechanistic links between TW and POSTN in GBM, we generated a TW transcriptional regulation model for all protein‐coding genes using TCGA microarray data as input (Ament *et al*., 2016). By only considering transcription factors for which footprints are found in ENCODE DHS data, we performed LASSO regression to identify the top targets of TW. POSTN was found to be a likely target for TW, having the third best beta‐coefficient among all putative TW targets (Fig. 6B). Further, a significant correlation between TW and POSTN expression levels was detected in a set of 38 human gliomas of various grades (Fig. 6C) supporting potential regulatory interactions between the two genes. Similar significant correlations were observed in Rembrandt and TCGA datasets (*r *=* *0.531, *P *=* *0.00001 and *r *=* *0.414, *P *=* *0.00001; respectively) (Table S5). In the TCGA dataset (U133A microarrays; *n *=* *358), we also determined that the significant correlation between TW and POSTN is driven largely by high correlations in the proneural (*R *=* *0.5; *P *=* *0.000075; *n *=* *57) and mesenchymal (*R *=* *0.469; *P *=* *0.0002, *n *=* *58) but not neural or classical GBM subtypes (Table S5). Together, these results demonstrated that high TW expression is associated with increased GBM malignancy and POSTN expression supporting the broader potential clinical relevance of TW‐mediated regulation of POSTN for malignancy and that targeting this signaling axis may be most productive in specific GBM subtypes.

## 4 Discussion

TW is a well‐established master regulator of EMT in carcinoma (Qin *et al*., 2012; Zhao *et al*., 2017; Zhu *et al*., 2016), and loss of TW function has been shown to decrease tumorigenicity in lung carcinoma xenografts (Burns *et al*., 2013; Lv *et al*., 2015; Tran *et al*., 2012), but existing data on TW function in glioma is restricted to *in vitro* functional analysis or correlations of expression in human tissue samples with clinical features of malignancy or outcome (Elias *et al*., 2005; Mikheeva *et al*., 2010; Nordfors *et al*., 2015). The purposes of this study were to demonstrate the potential therapeutic relevance of targeting TW in human GBM and identify mechanisms downstream of TW. To establish the potential therapeutic relevance of TW, we tested the impact of TW loss of function in human GBM cell lines on tumorigenicity and employed transcriptomic analysis to identify TW‐regulated signaling mechanisms. Also, we identified downstream TW signaling mechanisms, which might serve as surrogate targets to inhibit function. Our results provided the first *in vivo* evidence supporting the clinical relevance of targeting TW in GBM and confirmed POSTN and AKT signaling as candidate effectors of TW function in these models. Importantly, we also validated the clinical relevance of POSTN as a putative TW target gene in human glioma and GBM gene expression databases.

Using either CRIPSR/Cas9 gene editing or shRNA knockdowns in two GBM cell lines, we observed consistent decreases in tumorigenicity and selection of TW‐expressing cells in uncloned cell pools (Fig. S1). Of interest, the elimination of Cas9 resulted in a slight increase in tumorigenicity (Fig. 1B vs Fig. 1E). This may reflect an inhibitory effect of constitutive Cas9 on tumorigenicity through its recognized toxic or off‐target effects (Morgens *et al*., 2017) or differences in malignant potential of clones selected in the different experiments. Regardless, the consistent impact of TW loss of function and rescue on tumorigenicity with TW re‐expression supports its critical physiologic role for U87MG malignancy. TW loss of function also decreased tumorigenicity in the GBM4 GSC line, suggesting that TW functions may be critical for malignancy in clinically relevant GSCs. Overall, the consistent results observed in both cell lines employing rigorous controls for nonspecific effects provide strong preliminary evidence for the potential therapeutic relevance of inhibiting TW in GBM. To validate our current findings and more closely simulate the clinical setting, future studies will employ conditional inhibition of TW in established orthotopic GSC xenografts.

Of the few studies reporting on the effects of direct TW inhibition in human cancer xenograft models, all involve the use of human NSCLC lines (Burns *et al*., 2013; Lv *et al*., 2015; Tran *et al*., 2012). Lv *et al*. (2015) and Tran *et al*. (2012) using shRNA‐mediated TW knockdown in single cell lines report decreased growth rate and tumorigenicity, respectively, in flank models (Lv *et al*., 2015; Tran *et al*., 2012). Using five NSCL lines, Burns *et al*. (2013) showed that shRNA‐mediated inhibition of TW uniformly decreased tumor growth rates through activation of oncogene‐induced senescence independent of specific oncogene drivers or p53 mutation status. The cell lines used in the present study also harbor different driver mutations (PTEN for U87MG and MYC amplification for GBM4) and p53 mutations status (U87MG WT and GBM4 mutant (not shown)) yet demonstrate similar reduction in tumorigenicity with TW loss of function. TW can interact with WT p53 and promote its degradation (Piccinin *et al*., 2012) indicating potential unique functional significance in p53 WT tumors. However, our previous study (Mikheev *et al*., 2017), the present study, and others (Burns *et al*., 2013) demonstrate that TW can support tumorigenicity independent of p53 mutational status and as shown in a mouse model of skin cancer (Beck *et al*., 2015), TW may have p53‐dependent and p53‐independent functions that drive malignancy. These reports and our observations here provide rationale for additional studies in GBM to establish the broader scope of oncogenic contexts in which TW may be a therapeutic target.

The downstream effects of TW inhibition have not been rigorously characterized in human xenograft glioma models. Global analyses of TW loss of function in a cranial mesoderm development model identified cell–matrix interaction, regulation of EMT, blood vessel morphogenesis, and anti‐apoptosis via PI3K/AKT as the top four enriched processes (Bildsoe *et al*., 2016), which strikingly mirror the findings of our transcriptome analysis of TW knockout in U87MG xenografts. Informed by this analysis, we also validated an association between TW‐dependent tumorigenicity and regulation of AKT signaling and POSTN expression. Because PTEN mutation is recognized as leading event in activation of AKT signaling in U87MG cells, our results show for the first time that TW knockout is sufficient to interrupt effect of PTEN mutation.

Gene expression profiles of U87MG cells were markedly influenced by *in vivo* growth and revealed TW‐mediated regulation of POSTN and AKT signaling not evident in cells prior to implantation. This observation underscores the importance of studying gene function in the more relevant *in vivo* physiologic context as recently shown in a screen for cancer drivers in GSC models (Miller *et al*., 2017). 

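Between dNTsc tumors and dNTsc cells, 16204 genes were tested and 3021 differed with an adjusted p below 0.05 and a fold change above 2 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 1509 higher and 1512 lower in tumors. *POSTN* was higher by 10.23 on the log2 scale. In a principal component analysis of all 8 tumors and 8 cell samples, the component with the largest variance (51.8%) parted tumors, at -66.1 to -59.2, from cells, at 59.3 to 64.8. The next component (28.2%) parted dNTsc from dTW-Asc samples. On it, dNTsc tumors lay between 59.2 and 69.3 and dTW-Asc tumors between -68.7 and -51.9. The cells lay closer together, with dNTsc between 10.4 and 12.4 and dTW-Asc between -14.6 and -11.8.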

A similar analysis of GBM4 xenografts was practically limited by the invariable growth and small tumor sizes of TW‐deficient GBM4 tumors, yet these cells demonstrated TW‐dependent regulation of POSTN and AKT without *in vivo* selection. This may indicate that specific oncogenic signaling activity may be altered by *in vivo* selection in a cell type‐specific fashion, which can be established with further investigation.

The functional relevance of POSTN for TW function is suggested by similar inhibition of GBM4 cell survival *in vivo* observed in prior analysis of POSTN (Mikheev *et al*., 2015) and TW loss of function shown here. Our analysis of human GBM TCGA data provided evidence that POSTN is regulated by TW in human glioma, supporting the clinical relevance of findings in our xenograft studies. How TW might regulate POSTN expression in our models requires further investigation but may involve mechanisms identified in other biological models. For instance, Oshima *et al*. demonstrated binding of TW to an E‐box site within the mouse POSTN promoter (Oshima *et al*., 2002) and Connerney *et al*. demonstrated that POSTN expression is highly dependent on the TW homo‐ or heterodimerization motifs (Connerney *et al*., 2006). In GBM and other cancers, POSTN signals through integrin receptors and in other cancers can activate AKT (Bao *et al*., 2004; Mikheev *et al*., 2015; Ruan *et al*., 2009). Of interest, AKT‐dependent phosphorylation of TW at Ser42 is reported to inhibit p53 activity (Vichalkovski *et al*., 2010), suggesting reciprocal interactions between TW and AKT may contribute to malignancy through additional mechanisms of particular relevance in p53 wild‐type GBM cells such as U87.

Together, these observations support a putative TW‐POSTN‐AKT signaling axis in human GBM, which could potentially be targeted to disrupt TW‐mediated tumorigenicity. We previously demonstrated that POSTN loss of function phenocopies TW loss of function as shown here (Mikheev *et al*., 2015). In addition, in a Cre‐Lox TW mouse glioma model we found that TW deletion inhibited tumorigenicity when neural progenitor cells (NPCs) were transformed with Ha‐RASV12 overexpression and p53 knockdown but not with co‐overexpression of Ha‐RASV12 and myristoylated AKT (a constitutively phosphorylated form) (Mikheev *et al*., 2017). The latter finding suggested that TW acts upstream of AKT accounting for the lack of effect when transforming NPCs with the constitutively activated myrAKT (Zhao *et al*., 2003). This is consistent with our current findings here that TW loss of function inhibits the activation of endogenous AKT in human GBM cells, suggesting that TW acts upstream of AKT. Of interest, TW loss of function resulted in altered AKT activation regardless of PTEN status (U87 is PTEN deficient and GBM4 is PTEN wild‐type). This further implies that TW may function downstream of PTEN through mechanisms such as mTORC2 or PDK1 which proximately regulate AKT phosphorylation (Manning and Toker, 2017). Another open question is whether TW regulates AKT and malignancy in GBM through specific AKT isoforms as has been shown for TW‐driven EMT by promoting TW degradation in breast cancer cells (Li *et al*., 2016). Taken together, our current findings provide support for future studies that more precisely dissect the signaling interactions between TW, POSTN, and AKT and establish points of regulation expected to provide mechanistic insight and potential translational relevance for targeting TW‐driven GBM malignancy.

## 5 Conclusions

In this study, we took a critical step toward establishing the potential of TW as a therapeutic target in GBM by documenting inhibition of tumorigenicity with TW loss of function in human xenograft models. In addition, we identified POSTN and AKT signaling as mechanisms downstream of TW, which may expand the therapeutic options to indirectly abrogate TW function. The use of dendrimer delivery of a TW‐specific RNAi has shown theoretical potential in a breast carcinoma model (Finlay *et al*., 2015). Recently, TW inhibitor that phenocopied genetic loss of TW by inducing oncogene‐induced senescence or apoptosis was described (Yochum *et al*., 2017). Strategies to target the POSTN/AKT axis downstream of TW could utilize the following approaches alone or in combination: Delivery of POSTN blocking antibodies demonstrated to have activity in preclinical cancer models (Zhu *et al*., 2011), blockade of POSTN binding integrin receptors with cilengitide (Mikheev *et al*., 2015), and available AKT inhibitors.

## Author contributions

AMM and RCR designed and directed this study and provided conceptual guidance and data interpretation. AMM and SAM served as main contributors, collected, and assembled the data. LJS and JS contributed to data collection. CCF and NDP performed TCGA data analysis and interpretation. JLM‐F and CT performed RNAseq analysis and interpretation. LH and SW performed bioinformatics analysis of RNAseq data. The manuscript was written by RCR and AMM and was commented on by all authors. All authors read and approved the final manuscript.

## Supporting information

**Fig. S1.** Growth advantage of TW‐expressing cells *in vivo*. Click here for additional data file.

**Fig. S2.** (A) A‐insertion generated by dTW‐A targeting gRNA in TW confirmed by single cell subcloning and sequencing. (B) Confirmation of TW protein loss in selected U87 subclones by western blot. Click here for additional data file.

**Fig. S3.** Analysis of dTW‐A target gRNA sequence for off‐target effect. Click here for additional data file.

**Fig. S4.** Representative histologic appearance of terminal tumors derived from U87MG dNTsc and dTW‐Asc (H&E staining). (scale bar = 50 μm). Click here for additional data file.

**Fig. S5** Inducible knockdown of TW in established tumors inhibits subsequent tumor growth. Click here for additional data file.

**Fig. S6** Differentially expressed genes regulated by TW in U87MG cells *in vivo* and *in vitro*. Click here for additional data file.

**Fig. S7.** Enlarged representation of Fig 2C, D. Click here for additional data file.

**Fig. S8**. TCGA Level 3 data (given in array counts) was analyzed with respect to TW expression. Click here for additional data file.

**Table S1.** Summary of single cell clones derived from U87MG cells and verified for mutations in TW and off‐target high‐risk genes: EXOC4 and USP35 Click here for additional data file.

**Table S2.** Summary of single cell clones derived from U87MG cells and verified for mutations in TWIST1 Click here for additional data file.

**Table S3.** List of differentially expressed genes regulated by TW in U87MG cells *in vivo* and *in vitro*. Click here for additional data file.

**Table S4.** List of genes in Gene ontology categories regulated by tumor microenvironment and by TW status. Click here for additional data file.

**Table S5.** Summary of TW and POSTN expression correlation analyses in TCGA and RMBRANDT data sets. Click here for additional data file.

**Appendix S1.** Supplemental methods. Click here for additional data file.

# Supplementary material for: Targeting TWIST1 through loss of function inhibits tumorigenicity of human glioblastoma
**Source:** Mol Oncol. 2018 May 29;12(7):1188–202. doi: 10.1002/1878-0261.12320
**Supplement:** Supplementary file 14 — Appendix S1. Supplemental methods.

**SUPPLEMENTAL METHODS**

**Cell lines:** Cell lines were authenticated by STR analysis (MD Anderson Cancer Center and at Fred Hutchinson Cancer Research Center) using STR markers, tested for interspecies contamination. U87MG STR profile was matched to the profile available at vendor site. GBM4 STR profile was determined using cells before and after genetic manipulations. Cells were tested routinely for mycoplasma contamination using Micoplasma alert kit (Lonza).

**RNA-seq:** Cell pellets were lysed in TRYZOL directly. Tumor fragments were grinded in liquid nitrogen using mortar and pestle followed by lysis in TRYZOL. Total RNA was isolated from TRIZOL lysates and standard RNAeasy (Qiagen) kit protocol. Single indexed TruSeq mRNA libraries were generated as outlined by the manufacturer using the TruSeq RNA library prep kit v2. The starting material for mRNA library construction consisted of 250 ng of total RNA and 5 µL of a 1:1000 dilution of ERCC spike-in Mix 2 in a total of 50 µL. Fragment size distribution and DNA concentration were measured using an Agilent Bioanalyzer and Qubit fluorometer, respectively. U87 TruSeq libraries were sequenced on the Illumina NextSeq 500 system using 40 bp paired end reads generating 25-30 million reads per library.

**Western Blotting**: Equal amounts of protein were separated on the SDS precast minigel (Bio-Rad), transferred to the PVDF membrane and hybridized with primary antibody TW (clone 2C1a; Santa Cruz), β-Actin (Sigma), phosphorylated and total AKT, (Cell Signaling, Santa Cruz), Periostin (Adipogen), Flag-tag (Rockland). Secondary HRP conjugated anti-rabbit and anti-mouse antibody and ECL reagent (Pierce) were used for antigen visualization. Cells were washed with ice-cold PBS and lysed in RIPA buffer on ice. Cell lysates were centrifuged, and equal amounts of protein were subjected to Western blotting.  In some cases, capillary electrophoresis was used to obtain protein expression levels. For capillary electrophoresis (WES) instrument was used according tor manufacturer instructions (ProteinSimple, San Jose, California, 95134 USA).

**Immunofluorescence:** Using freezing microtome (Leica) sections were prepared from paraformaldehyde fixed brain tumors exposed to 30% sucrose and embedded in OCT. Sections were blocked in Pro-block solution (Dianova) and hybridized with primary antibody (Flag-tag (Rockland), HuNu (Abcam) or Active Caspase 3-PE (BD-Biosciences) diluted in 50% Pro-block in PBS supplemented with 0.05% Tween 20, 0.05% Triton X100 (Sigma) overnight. For double staining antibody were applied sequentially. Appropriate secondary antibody Alexa Fluor 488 or 546 (Invitrogen) were used for antigen visualization.

**Quantitative real-time (qRT) PCR:** RNAeasy kit (Qiagen) with on column DNAse digest were used for total RNA extraction. Reverse transcription kit (Clontech) was used to reverse transcribe 1ug of total RNA. Quantitative PCR amplifications were performed using SYBR Green master mix in ABI PRISM 7900 sequence detection system (Applied Biosystems) and preset standard amplification cycle for 40 rounds. Following primers were used for POSTN amplification: forward-AATCATCCATGGGAACCAGA, reverse-ATTGGTGGGAGCAAAGAGTG and for TW amplification: forward-CGGGAGTCCGCAGTCTTA, reverse-CTTGAGGGTCTGAATCTTGCT. Amplification of target genes was normalized by GAPDH: forward-ATGTTCGTCATGGGTGTGAA, reverse-GTCTTCTGGGTGGCAGTGAT. The threshold exponential amplification cycle (Ct) was calculated by SDS system software. The specificity of amplifications was confirmed by amplicon melting profile.

**Supplemental figures:**

**Fig.S1**. **Growth advantage of TW expressing cells *in vivo:*** A) Western blot of TW protein in U87MG cells after CRISPR deletion of TW in U87MG cells with non-targeting (dNT) and two independent gRNAs targeting TW (dTW-A, dTW-B). Flag tagged Cas9 expression is detected with Flag antibody. B) Kaplan-Meier analysis demonstrating increased median survival of host mice implanted with TW deleted U87MG dTW-A cells (p=0.0004). C) Represent macroscopic images of GFP labeled terminal tumors. D) Western blot analysis of TW and Cas9 in cells before injection (lanes 1,2) and from independent isolates of dTW-A tumor derived cells (lanes 3-6) showing expression of TW and loss of Cas9 in dTW-A generated tumor cells. E) Flag immunostaining of Cas9 in control and U87MG dTW-A derived tumors confirms growth of undeleted tumor cells. T-tumor; NB-normal brain.

**Fig.S2** A) A-insertion generated by dTW-A targeting gRNA in TW confirmed by single cell sub-cloning and sequencing. B) Confirmation of TW protein loss in selected U87 sub-clones by Western blot.

**Fig.S3** Analysis of dTW-A target gRNA sequence for off-target effect. High risk off-target effects identified for USP35 and EXOC4 using proprietary algorithm (Kbiobox) based on proximity of mismatches (red) to PAM site (yellow). Arrows show high risk off target sequences with clustered mismatches.

**Fig.S4.** Representative histological appearance of terminal tumors derived from U87MG dNTsc and dTW-Asc (H&E staining). (scale bar =50μm).

**Fig.S5** **Inducible knockdown of TW in established tumors inhibits subsequent tumor growth**. A) Western blot analysis showing reduction of TW protein after doxycycline (DOX) induction of TW shRNA (U87 shTwi). B) Confirmation of reduced TW mRNA expression *in vivo*. TW expression was quantified by qRT-PCR in tumors generated from control and inducible shTW cells harvested after 3 and 5 days of DOX administration and the same cells after DOX exposure for 48 hours in vitro. Corresponding shScri samples accepted as 1. C) Macroscopic images of flank tumors harvested after 13 days of growth and 10 days of DOX supplemented diet. D) Volumetric comparison of control and shTWi tumor sizes showed significant effect of TW knockdown on growth of established tumors (p=0.0114).

**Fig.S6** Differentially expressed genes regulated by TW in U87MG cells *in vivo* and *in vitro*. Genes are listed in Table S3.

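With the criteria of section 2.4 and the tumor as the unit, 2771 genes were DEGs in tumors, 828 in cells and 311 in both in the same direction. With absolute log2 fold changes above 2 in tumors and above 1.5 in cells, near the smallest absolute values listed in Table S3 (2.01 and 1.51), 116 genes were common.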

**Fig.S7**. Enlarged representation of Fig 2 C, D.

**Fig.S8** TCGA Level 3 data (given in array counts) was analyzed with respect to TW expression. A) TW expression distribution across 525 GBM samples from TCGA. B) Differences between low expressing (bottom 10%) and high expressing (top 10%) cohorts used for survival and DEG analysis. C) Difference in survival of high (dotted line) and low expressing (solid line) cohorts defined as above using TCGA RNA seq data.

**Supplemental Tables:**

**Table S1** Summary of single cell clones derived from U87MG cells and verified for mutations in TW and off-target high risk genes: EXOC4 and USP35

**Table S2** Summary of single cell clones derived from U87MG cells and verified for mutations in TWIST1

**Table S3** List of differentially expressed genes regulated by TW in U87MG cells *in vivo* and *in vitro*.

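Table S3 lists 390 genes as changed in tumors only, 38 as common and 99 as changed in cells only, each with a log2 fold change of dNTsc over dTW-Asc. All 428 genes of the tumor and common lists were DEGs here in tumors in the listed direction, and across these genes the listed and measured values had a Pearson r of 0.995. All 99 genes of the cell list were DEGs in cells in the listed direction (r across genes 0.990). The lists came from the same RNAseq samples as the counts here, so these matches are no independent support. For the common list, the table gives a single value per gene, which matched the direction in tumors for all 38. In cells, 30 of the 38 changed in that direction and 8 in the opposite one, and all 38 were DEGs. The 8 genes were *STRA6*, *DIO2*, *TXNIP*, *HAS2*, *MEGF10*, *TIMP3*, *TMEM98* and *CXCL8*. *TIMP3* (chromosome 22, 32801705 to 32863041) had the widest difference, with log2 fold changes of 5.72 in tumors (standard error 0.43, adjusted p = 9.0e-07) and -3.40 in cells (standard error 0.07, adjusted p = 6.0e-24) by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It measured 44.6 ± 12 CPM in dNTsc and 0.824 ± 0.75 CPM in dTW-Asc tumors, and 10.8 ± 2.0 CPM in dNTsc and 113 ± 3.2 CPM in dTW-Asc cells (SD, n = 4 each). *TXNIP* was the only one of the 8 that was lower in dNTsc tumors, with -2.73 in tumors and 1.58 in cells.

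**Figure D3:**
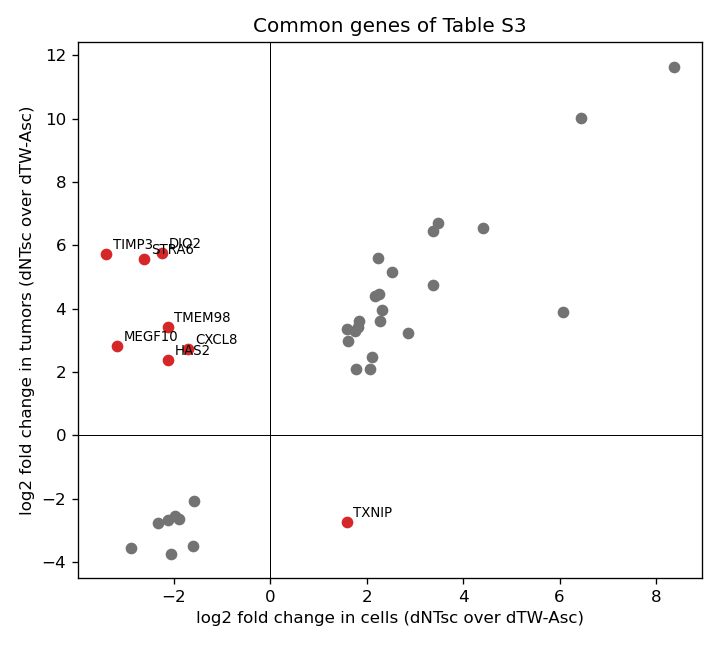
Log2 fold change (dNTsc over dTW-Asc) of the 38 common genes of Table S3 in cells (x axis) and in tumors (y axis), with 1 point per gene. The 8 genes in red changed in opposite directions, 7 of them higher in dNTsc tumors and lower in dNTsc cells.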

**Table S4** List of genes in Gene ontology categories regulated by tumor microenvironment and by TW status.

**Table S5** Summary of TW and POSTN expression correlation analyses in TCGA and RMBRANDT data sets. v

How the deposited data were processed for this re-analysis (not part of the article)

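RNAseq counts were analysed for U87MG cells of the dNTsc and dTW-Asc pools grown *in vitro* (4 samples per pool) and for the tumors grown from them (4 per pool). The authors deposited raw counts of reads per gene symbol, made by aligning reads to hg38, removing mouse reads from tumor libraries by disambiguation and counting with HTSeq, with no normalization. The paper's text names neither the aligner nor the strand setting. The 15 tumor libraries were summed by tumor number to 8 tumors, and the first dNTsc tumor has a single library. Within each group, tumors are called the first to the fourth in the order of their numbers.

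Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr, normalized by TMM and tested by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over the genes of each fit. The comparisons were dNTsc against dTW-Asc in tumors, the same in cells, the interaction of both, and dNTsc tumors against dNTsc cells. Only the compared groups entered each fit, and the interaction used all 4 groups. DEGs had an adjusted p below 0.05 and an absolute log2 fold change above 1, and a single named gene was called at an adjusted p below 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Per-sample values are CPM, and RPKM is CPM per 1000 bases of the gene's exons in GENCODE 44. Of 44786 gene symbols, 27719 matched 1 gene of GENCODE 44, 1261 of them through a RefSeq synonym.

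Between 12621696 and 20522807 reads per library were counted on genes (median 16366414), which sets the counting error of weakly expressed genes. The genes named in the text were chosen by a rule. It takes genes the paper names, the 5 DEGs per direction with the largest fold change in tumors and the 3 in cells and by interaction, with a mean of at least 1 CPM in a group. For tumors and cells, every sample of one group also had to lie above every sample of the other. The rule adds the 3 DEGs with the smallest adjusted p per gene family or PI3K/AKT subset, and genes of Table S3 whose direction was opposite. Part of the genes chosen this way are not reported here. The 8 gene families and the 3 PI3K/AKT subsets are lists written by hand. They stand in for the databases of GoMiner and KEGG, which were not used here, and Ingenuity Pathways Analysis was not used either. PI3K/AKT subsets were compared with 10000 random gene lists matched on mean expression in 20 bins.

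The alternatives were DESeq2 1.42.0 with its Wald test and size factors, edgeR with relative log expression size factors, no filter on low counts, the 15 libraries as separate samples, library 1 of each tumor only, and all 4 groups in one fit. Further alternatives were other fold change criteria, the replicate number of the cells as a block, and leaving out each tumor or cell sample in turn. A DESeq2 setting with shrunken fold changes was added after the data were seen. The fits were tested on simulated data, in which all 200 changed genes were recovered by edgeR and by DESeq2 in tumors, in cells and by interaction, with at most 3 false calls per fit. Data on GBM4 cells, survival, protein and patient cohorts were not analysed here.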

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

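The tests on antisense genes and on neighboring genes were chosen only after the results were seen. The choice of samples, tests, alternatives and named genes was made before the data were examined, and the exceptions are named where they occur.

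In 25 of 256 groups of 4 samples, 1 sample lay far from the other 3 by Dixon's test. By chance about 1 in 20 groups would, so part of these are what chance gives. Of the 24 among genes, 8 rest on a count of 1 or 2 in a single sample: *SGCD* (0.0266 CPM in the first dTW-Asc tumor), *MAGEA1* (0.0299 CPM in the third), *THY1* (0.0752 CPM in dNTsc cells 1 and 0.0587 CPM in dTW-Asc cells 1), *HS6ST3* (0.0752 CPM in dNTsc cells 1), *IL26* (0.122 CPM in dTW-Asc cells 2), *ANGPTL7* and an unnamed clone transcript (0.0587 CPM each in dTW-Asc cells 1). No biological explanation was tested for these.

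Among the others, dTW-Asc cells 4 had the lowest *IL6* (21.6 CPM), *CXCL8* (259 CPM) and *TXNIP* (595 CPM) and the largest total of counts on genes (19898844). The first dNTsc tumor, with a single library, had the highest *PDGFRB* (1012 CPM), *IGFBP4* (208 CPM) and *PGF* (36.5 CPM). The second dTW-Asc tumor had the highest *MMP28* (0.298 CPM), *IGFBP7* (65.6 CPM) and *LAMA4* (74.1 CPM), and the third the highest *RP11-270M14.4* (3.25 CPM). *ITGA11* was lowest in the first dTW-Asc tumor (0.452 CPM), *IL6* highest in the third dNTsc tumor (48.2 CPM) and *TGFB1* lowest in the fourth (407 CPM). In dNTsc cells 4, *POSTN* was highest (2.62 CPM) and *TNFRSF10D* lowest (85.7 CPM). *TMEM98* was lowest in dTW-Asc cells 3 (14.98 CPM). Without dNTsc cells 4, the log2 fold change of *POSTN* in cells was 1.43 and still passed 0.05. No biological explanation was tested for single samples.

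The fold change of dNTsc over dTW-Asc differed between tumors and cells for 52 of the 63 named genes. This is by the interaction test of edgeR with an absolute log2 value above 1. Many of these genes were chosen for large changes in one setting, so this share says nothing about genes in general. Some were nearly absent from tumors or from cells, so the sizes of their values below are set by low counts. For example, *ESM1* had at most 1 count in any tumor, and *MMP1* stayed below 1 CPM in both tumor groups. In any cell sample, *THY1* had at most 1 count and *SNCB* at most 4. For genes that were DEGs in both tumors and cells in opposite directions, the interaction log2 values were *IL6* 4.75, *CXCL8* 4.44, *ITGA11* 6.51, *STRA6* 8.18, *DIO2* 8.00, *TXNIP* -4.30, *HAS2* 4.52, *MEGF10* 6.03, *TIMP3* 9.11, *TMEM98* 5.54 and *TEK* 4.86. Values for the genes with the largest changes were *SGCD* 12.10, *MAGEA1* 3.11, *THY1* 10.44, *MOCS1* 5.29, *PPL* -5.03, *SNCB* -5.48 and *HPGD* -4.70 from tumors, *PTGDS* -8.41, *CCDC54* -5.24, *MMP1* 6.44 and *ESM1* 6.76 from cells, and *IL26* 12.02, *CHRDL1* -6.09 and *ANGPTL7* -5.87 from the interaction, with 10.63 for the clone transcript. Values for the gene families and PI3K/AKT subsets were *IL6R* -2.29, *COL5A2* 2.26, *COL10A1* 3.06, *COL6A1* 1.37, *ITGA5* 1.95, *ITGA6* -1.89, *ADAM12* 1.53, *PAPPA* 1.52, *CCL26* 4.90, *CCL2* 6.55, *IL11* 3.32 and *IL7R* 4.96 for part of the genes. The remaining genes gave *TNFRSF11B* -1.50, *TNFRSF10D* 2.30, *HBEGF* 3.26, *TGFB1* 1.70, *GAS6* 2.77, *PDGFRB* 1.80, *AXL* -1.56, *IGFBP7* 4.06, *IGFBP4* 3.66, *IGFBP5* 2.54, *LAMA4* 2.61, *LAMC1* 1.66, *PGF* 4.48 and *TLR4* 3.38.

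Several technical explanations were weighed for the differences between tumors and cells. The totals of the tumor groups overlap, and with every tumor downsampled to the smallest total there were 2272 DEGs in tumors, 2133 of them also DEGs at full depth. Of 40 genes typical of host cells, 3 were higher in dNTsc tumors than both in dNTsc cells and in dTW-Asc tumors. This does not measure the share of reads of such cells among the genes higher in dNTsc tumors, and the list holds no genes typical of fibroblasts or pericytes. The 10 genes with the most counts took 7.34% to 9.85% of the counts of a library in dNTsc tumors and 5.45% to 6.10% in dTW-Asc tumors, and the effect of this difference on the DEGs was not tested. Of the 35 splits of the 8 tumors into 4 and 4, 1 gave as many DEGs, the real one; the others gave 0, with 38 to 2140 genes at an unadjusted p below 0.05 against 9278. Of 100 regroupings for the interaction, 1 gave as many genes, the real one. The largest other count was 2283, from the only other regrouping that kept the real tumor split, so this share reflects the effect in tumors and says little about a difference between tumors and cells. For the genes common to tumors and cells, 1 of 100 pairs of splits gave as many, the real one. Since the other splits tested of tumors and of cells gave 0 DEGs, no other pair could hold common genes. That share therefore adds nothing to the separate splits. Between dNTsc tumors and dNTsc cells, 1 of 35 splits gave as many DEGs, the real one. The others gave 0, with 17 to 1414 genes at an unadjusted p below 0.05 against 10206.

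In cells, 1 of the 8 splits that part every same-numbered pair gave as many DEGs, the real one. The others gave 0, with 86 to 1022 genes at an unadjusted p below 0.05 against 9510, but 8 splits cannot give a share below 0.05. Tumors and cells were prepared and processed in different ways, and batches of sequencing are not named. The pools held several subclones, and a change in their shares during growth in the brain was not tested. Tumors were taken at terminal time points, and the paper reports longer survival and partly exophytic growth with dTW-Asc cells. Tumor age and growth site may thus differ between the tumor groups, and neither was separated from genotype. A response of TW-dependent genes to the brain environment may underlie the interaction, but it was not tested apart from these differences.

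Reads in no feature, which the paper does not report on, were 49.3% of the uniquely aligned reads in the median library. If reads of an unstranded library had been counted by strand, about as many would lie on the other strand, and antisense genes would take the counts of their neighbors. Over 333 pairs, the observed count of the antisense gene was 1.54 times (median) the count predicted from the overlap, with quartiles of 0.804 and 3.06. The rank correlation of observed and predicted counts was 0.568, against at most 0.387 in 1000 shuffles. Counting by strand of an unstranded library may therefore contribute to the counts of antisense genes, and it would affect all groups alike. No biological explanation was tested for this share.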

How the results depend on the processing

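The tests on antisense genes and on neighboring genes, chosen only after the results were seen, are not part of the alternatives below. Most results kept their direction and their side of the threshold. Among the main results, 378 values did so, while 21 moved, 4 reversed, 2 were stronger and 1 weaker, and among single genes and sets, 1700 did, while 34 were weaker, 8 stronger, 6 moved and 1 reversed.

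The number of DEGs followed the fold change criterion. With an absolute log2 fold change above 1.5, there were 1460 DEGs in tumors, 385 DEGs in cells, 1491 DEGs by interaction, 1596 DEGs between dNTsc tumors and dNTsc cells and 135 DEGs common to tumors and cells. Above 2, there were 933, 201, 906, 986 and 67 in the same order. With the adjusted p alone, there were 8025, 8789, 7148, 9510 and 3075. Above 2 in tumors and 1.5 in cells, 116 were common. Without the filter on low counts, 1354 were DEGs in cells and 471 in common. The DESeq2 setting with shrunken fold changes, chosen after seeing the data, gave 430 in tumors, 137 in cells and 38 in common. That setting also holds a minimum mean count of 40. At its threshold in tumors, 1494 genes passed with neither, 1065 with shrinkage alone and 447 with the minimum alone, and in cells 572, 206 and 170. The cause of the changes without the filter was not tested. With 1 sample left out, the counts were 2776 to 3031 in tumors, 860 to 914 in cells, 2552 to 2791 by interaction, 3078 to 3229 between dNTsc tumors and cells and 308 to 332 in common.

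POSTN in cells had a log2 fold change of 1.96 with all 4 groups in one fit and no longer passed 0.05; the cause was not tested, and its 5 to 47 counts per sample limit this result. AKT1 in tumors, close to 0, reversed with the 15 libraries as separate samples (-0.00124) and ranged from -0.0352 to 0.0869 with 1 tumor left out. AKT2 in cells ranged from -0.112 to -0.0655 and passed 0.05 in 2 of the 8 fits with 1 sample left out. USP35 in cells ranged from -0.0575 to 0.0526. The cause was not tested for these. The alternative with all 4 groups in one fit does not apply to the interaction, which already uses them.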

Differences from the paper's values

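The tests on antisense genes and on neighboring genes, chosen only after the results were seen, are not used here.

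For *POSTN* in dNTsc tumors, the paper's mean FPKM is 750 and the mean RPKM here was 337. None of the alternatives set before the data were examined closed the gap. They changed the normalization or the samples, and all kept the exon length of 5464 bases. A difference in the length used could therefore not be tested by them. For dTW-Asc tumors the paper's mean FPKM is 17.5 and the mean RPKM here was 8.87, lower by a similar factor as in dNTsc tumors. The difference passed the SD of 8.61 only narrowly, so changes in the mean or in the SD can bring it within the spread between tumors. Of the alternatives set before the data were examined, this was so with library 1 of each tumor only (7.84) and with leaving out the second (8.92), the third (8.91) or the fourth (8.90) dNTsc tumor, or the first (10.6), the third (10.9) or the fourth (9.14) dTW-Asc tumor, and not with the others. With library 1 of each tumor only, the mean lay further from the paper's value than 8.87, so the gap itself did not narrow. None of the listed values reached the paper's 17.5.

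Table S3 gives 428 genes in tumors, 38 in common and 137 in cells, all the paper's numbers, against 2771, 311 and 828 here. Of the alternatives set before the data were examined, only an absolute log2 fold change above 2 came within 1.5 times the paper's 137 genes in cells (201), and none did so for tumors or in common. A DESeq2 setting with shrunken fold changes gave 430, 38 and 137, but it was chosen after seeing the values. It was the closest to Table S3 of 7 DESeq2 fits compared with it, 5 in tumors and 2 in cells. It takes the 15 libraries as separate samples and a minimum mean count of 40, which was read off the genes of Table S3, so its closeness to Table S3 is no independent check. The median absolute difference from the paper's log2 fold changes over the 5 fits in tumors ran from 0.000118 for this setting to 0.152, and in cells it was 0.000489 with and 0.247 without shrinkage.

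Of 40 log2 fold changes that Table S3 lists and the text names, 14 differed from the paper's by more than the standard error. The value of the shrunken setting, chosen after seeing the values, follows each pair and lies within the standard error. For *SGCD*, the log2 fold change was 9.2146 in the paper, 12.04 here and 9.21 with shrunken fold changes. For *THY1*, the log2 fold change was 8.47006 in the paper, 10.68 here and 8.47 with shrunken fold changes. For *CCL2*, the log2 fold change was 6.85874 in the paper, 8.08 here and 6.86 with shrunken fold changes. For *POSTN*, the log2 fold change was 4.27418 in the paper, 5.26 here and 4.27 with shrunken fold changes. For *MAGEA1*, the log2 fold change was 8.85584 in the paper, 11.64 here and 8.86 with shrunken fold changes. *SGCD*, *MAGEA1* and *THY1* had at most 1 count in any dTW-Asc tumor, so the sizes of their ratios here are set by the depth. For *SGCD*, *THY1*, *CCL2*, *POSTN* and *MAGEA1*, none of the alternatives set before the data were examined came within the standard error of the paper's value. The same holds in cells for *ESM1*, the log2 fold change was -4.4193 in the paper, -5.98 here and -4.42 with shrunken fold changes, and for *MMP1*, the log2 fold change was -5.90285 in the paper, -6.84 here and -5.90 with shrunken fold changes.

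For *MMP28*, the log2 fold change was 5.49104 in the paper, 5.97 here and 5.49 with shrunken fold changes, and values within the standard error of the paper's came also with library 1 of each tumor only (5.73) and without the third dTW-Asc tumor (5.78). For *CCL26*, the log2 fold change was 4.76128 in the paper, 5.01 here and 4.76 with shrunken fold changes, within the standard error of the paper's also without the first (4.97) or the third dTW-Asc tumor (4.83). For *IGFBP4*, the log2 fold change was 4.25852 in the paper, 4.86 here and 4.26 with shrunken fold changes, within the standard error of the paper's also without the first dNTsc tumor (4.65) and without the second (4.60) or the fourth dTW-Asc tumor (4.66). For *HPGD*, the log2 fold change was -5.02983 in the paper, -5.57 here and -5.03 with shrunken fold changes, within the standard error of the paper's also without the first dNTsc tumor (-5.42) or the fourth dTW-Asc tumor (-5.19). For *PPL*, the log2 fold change was -5.98269 in the paper, -6.56 here and -5.98 with shrunken fold changes, within the standard error of the paper's also without the third dNTsc tumor (-6.34) or the third dTW-Asc tumor (-6.17). For *DIO2*, the log2 fold change was 5.37953 in the paper, 5.75 here and 5.38 with shrunken fold changes, within the standard error of the paper's also without the fourth dNTsc tumor (5.59) and without the first (5.58) or the third dTW-Asc tumor (5.58). For *TIMP3*, the log2 fold change was 5.02881 in the paper, 5.72 here and 5.03 with shrunken fold changes, within the standard error of the paper's also without the fourth dTW-Asc tumor (5.42). The other alternatives set before the data were examined did not come within the standard error. Most of those that did left part of the gap open, and the shrunken setting was chosen after seeing the values.

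The paper states that TW deletion left *AKT* gene expression unaltered. Here *AKT1* was lower in dNTsc than in dTW-Asc cells, with a log2 fold change of -0.23. Table S3 gives 1 value per gene for the genes common to tumors and cells, and 8 of the 38 changed in the opposite direction in cells. The paper states that regulation of POSTN by TW was not evident in cells. Here *POSTN* in cells had a log2 fold change of 1.95, at 5 to 47 counts per sample, and the interaction of 3.32 did not pass 0.05. The interaction passed with DESeq2's Wald test, without the filter on low counts, and without the second dTW-Asc tumor (4.20).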

Other observations

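The tests on antisense genes and on neighboring genes were chosen only after the results were seen.

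Neighboring genes shared fold changes. Over runs of 50 neighboring genes among the 13168 genes with coordinates (83.6% of those tested in both tumors and cells), the largest median log2 fold change in cells, less the median of all genes, was 0.50. It lay on chromosome 3 from 138347648 to 151437072, where tumors gave 0.35. Shuffling the gene order reached at most 0.31 (permutation p = 0.005, the smallest that 200 shuffles can give). In tumors the largest was 0.65, on chromosome 3 from 111674676 to 122341969, where cells gave 0.37, and shuffling reached at most 0.55 (permutation p = 0.005, again the smallest). Of 12018 overlapping runs, 1050 passed every shuffle in cells, and 97.8% of these had the same sign in tumors. In cells the most extreme runs gave -0.45 on chromosome 1, 0.50 on 3, -0.40 on 10, -0.50 on 13 and 0.38 on 21. On chromosomes 16 and 18, runs of 0.36 and 0.31 in cells gave -0.07 and 0.05 in tumors. Differences in copy number between the pools of subclones may contribute to the shift of 0.50 in cells and to part of the DEGs. DNA was not measured, and coregulation of neighboring genes was not excluded. *TWIST1* and *POSTN* were not tested for such an effect one by one.

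Of the 299 antisense pairs tested in tumors, the fold changes of the antisense gene and its neighbor had a rank correlation of 0.755. Of 49 antisense DEGs, 37 had a neighbor that was a DEG in the same direction. Counting by strand of an unstranded library is a candidate explanation, with a median ratio of 1.54 of observed to predicted counts, but only 133 of 333 pairs lay within 2-fold and coregulation was not excluded. Antisense genes among the DEGs may therefore not be changes of their own.

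Libraries of the same tumor differed by more than counting error, with a chi-squared per degree of freedom of 3.79 to 19.01 in dNTsc and 5.10 to 9.30 in dTW-Asc tumors. Libraries of different tumors gave 6.49 to 53.0 and 9.10 to 25.5, and cell samples of the same pool 1.37 to 5.17. The single library of the first dNTsc tumor differed from library 1 of the second by 6.49, less than the 13.5 between the libraries of the second tumor. Whether the labels of these tumors are correct was not tested.

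*EXOC4* gave -0.27 in tumors and -0.09 in cells, and each lost its place past 0.05 in 5 of 8 fits with 1 sample left out. *USP35* gave 0.24 in tumors and -0.01 in cells, neither past 0.05.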
